# The MADS-box transcription factor PHERES1 controls imprinting in the endosperm by binding to domesticated transposons

**DOI:** 10.7554/eLife.50541

**Published:** 2019-12-02

**Authors:** Rita A Batista, Jordi Moreno-Romero, Yichun Qiu, Joram van Boven, Juan Santos-González, Duarte D Figueiredo, Claudia Köhler

**Keywords:** imprinting, endosperm, transposable elements, MADS-box transcription factors, seed, PHERES1, *A. thaliana*, Other

## Abstract

MADS-box transcription factors (TFs) are ubiquitous in eukaryotic organisms and play major roles during plant development. Nevertheless, their function in seed development remains largely unknown. Here, we show that the imprinted *Arabidopsis thaliana* MADS-box TF PHERES1 (PHE1) is a master regulator of paternally expressed imprinted genes, as well as of non-imprinted key regulators of endosperm development. PHE1 binding sites show distinct epigenetic modifications on maternal and paternal alleles, correlating with parental-specific transcriptional activity. Importantly, we show that the CArG-box-like DNA-binding motifs that are bound by PHE1 have been distributed by RC/Helitron transposable elements. Our data provide an example of the molecular domestication of these elements which, by distributing PHE1 binding sites throughout the genome, have facilitated the recruitment of crucial endosperm regulators into a single transcriptional network.

## Introduction

MADS-box transcription factors (TFs) are present in most eukaryotes, and are classified into two groups: type I or SRF (Serum Response Factor)-like, and type II or MEF2 (Myocyte Enhancing Factor2)-like (Gramzow and Theissen, 2010). In flowering plants, type I MADS-box TFs are associated with reproductive development and many are active in the endosperm, a nutritive seed tissue that supports embryo growth (Bemer et al., 2010). The endosperm is derived from the union of the homodiploid central cell with a haploid sperm cell. Therefore, this structure is a triploid tissue, composed of two maternal (M) and one paternal (P) genome copies. This 2M:1P genome ratio is crucial for the correct development of the endosperm, and any changes to this balance, for example upon hybridization of plants with different ploidies, lead to dramatic seed abortion phenotypes in a wide range of plant species (Brink and Cooper, 1947; Håkansson, 1953; Lin, 1984; Scott et al., 1998; Sekine et al., 2013). These phenotypes are endosperm-based, and stem from a deregulation in the process of endosperm cellularization – a crucial developmental transition in seed development (Lafon-Placette and Köhler, 2014). Hence, this endosperm-based seed abortion in response to interploidy hybridizations effectively establishes a reproductive barrier between newly polyploidized individuals and their ancestors, thus contributing to plant speciation (Köhler et al., 2010).

This aberrant endosperm development phenotype is observed both in interploidy and interspecies hybridizations, and has been linked to the deregulation of type I MADS-box TF genes both in the Brassicaceae (Erilova et al., 2009; Lu et al., 2012; Rebernig et al., 2015; Tiwari et al., 2010; Walia et al., 2009) and in crop species such as tomato and rice (Ishikawa et al., 2011; Roth et al., 2019). In *Arabidopsis thaliana,* as well as in other species, the activity of type I MADS-box TFs is associated with the timing of endosperm cellularization: crosses in which the maternal parent has higher ploidy (maternal excess cross; e.g. 4x ♀ x 2x ♂) show early cellularization and downregulation of type I MADS-box TFs; whereas the opposite happens in paternal excess crosses (e.g. 2x ♀ x 4x ♂), where endosperm cellularization is delayed or non-occurring and type I MADS-box genes are dramatically upregulated (Erilova et al., 2009; Kang et al., 2008; Lu et al., 2012; Tiwari et al., 2010). Nevertheless, these observations have remained correlative, and a mechanistic explanation clarifying the role of MADS-box TFs in endosperm development remains to be established.

In this work, we characterized the function of the type I MADS-box TF PHERES1 (PHE1). *PHE1* is active in the endosperm and is a paternally expressed imprinted gene (PEG) (Köhler et al., 2005). Imprinting is defined as an epigenetic phenomenon that causes a gene to be expressed preferentially from the maternal or the paternal allele. It relies on parental-specific epigenetic modifications, which are asymmetrically established during male and female gametogenesis, and inherited in the endosperm (Gehring, 2013; Rodrigues and Zilberman, 2015). Demethylation of repeat sequences and transposable elements (TEs) – which occurs in the central cell, but not in sperm – is a major driver of imprinted gene expression (Gehring, 2013; Rodrigues and Zilberman, 2015). In maternally expressed genes (MEGs), DNA hypomethylation of maternal alleles leads to their expression, while DNA methylation represses the paternal allele (Gehring, 2013; Rodrigues and Zilberman, 2015). On the other hand, in PEGs, the hypomethylated maternal alleles undergo trimethylation of lysine 27 on histone H3 (H3K27me3), a repressive histone modification established by Fertilization Independent Seed-Polycomb Repressive Complex2 (FIS-PRC2). This renders the maternal alleles inactive, while the paternal allele is expressed (Gehring, 2013; Moreno-Romero et al., 2016; Rodrigues and Zilberman, 2015).

Similar to what has been observed for type I MADS-box TFs, imprinted genes have been implicated in correct endosperm development (Erilova et al., 2009; Figueiredo et al., 2015; Jullien and Berger, 2010; Pignatta et al., 2018; Wolff et al., 2015), and many PEGs have been shown to be upregulated strongly in the abortive endosperm of paternal excess cross seeds (Wolff et al., 2015). *PHE1*, being both a type I MADS-box TF gene and a PEG, constitutes an interesting case that can be used to explore further the relationship between the deregulation of these types of genes and the failure of endosperm development. A better understanding of this relationship could, in turn, contribute to solving the long-standing question of why these genes are essential for correct endosperm development.

Here, we identify PHE1 as a key transcriptional regulator of imprinted genes, of other type I MADS-box TFs, and of genes that are required for endosperm proliferation and cellularization. We show that deregulation of these genes in the endosperm of interploidy crosses is a direct consequence of *PHE1* upregulation. These results indicate that PHE1 is a central player in establishing a reproductive barrier between individuals of different ploidies, and provide mechanistic insight into how this is achieved. Furthermore, we explore the cross-talk between epigenetic regulation and PHE1 transcriptional activity at imprinted gene loci, and show that differential parental epigenetic modifications of PHE1 binding sites correlate with the transcriptional status of the parental alleles. Finally, we reveal that RC/Helitron TEs have served as distributors of PHE1 DNA-binding sites, providing an example of the molecular domestication of TEs.

## Results

### Identification of PHE1 target genes

To identify the genes that are regulated by PHE1, we performed a ChIP-seq experiment using siliques from a *PHE1::PHE1–GFP* line, which has been previously shown to express PHE1–GFP exclusively in the endosperm (Weinhofer et al., 2010). ChIP experiments were done using two biological replicates, and peaks were called independently in each replicate, using MACS2 (Zhang et al., 2008) (Table 1). 

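Chromatin of siliques at 2 days after pollination (DAP) was immunoprecipitated with an antibody against GFP, and each of the 2 biological replicates was compared with its own input chromatin. The authors aligned the reads to the TAIR10 genome with Bowtie, kept reads that mapped to 1 place with at most 2 mismatches, and called peaks with MACS2. The deposited lists give the start and end of each called peak, without a height, a read count or a p-value, so the depth behind a single peak is unknown. Replicate 1 had 2818 peaks with a median width of 382 bp, which covered 1.35 Mb. Replicate 2 had 4870 peaks with a median width of 426 bp, which covered 2.62 Mb. Of the replicate 2 peaks, 12 lay on the chloroplast genome and were left out, which left 4858 nuclear peaks. A binding site was taken as the interval shared by a replicate 1 peak and a replicate 2 peak that overlapped by at least 1 bp. Distances were measured from the centre of an interval to the nearest TSS of any annotated gene, and negative distances lie upstream. The overlap required, the point of the interval that is measured and the genes that count as annotated could each change these numbers.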

Only peak regions that were common between the two replicates were considered for further analysis. These regions correspond to 2494 ChIP-seq peaks, which are henceforth referred to as PHE1 binding sites (Table 2). Annotation of these sites for genomic features revealed that the majority are located in promoter regions (Table 2), and that the highest density is detected 200–250 bp upstream of the transcriptional start site (TSS) (Figure 1a), similarly to what has been described for other *Arabidopsis* TFs (Yu et al., 2016). 

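The overlap of both peak lists gave 2510 shared regions. Of the replicate 1 peaks, 2412 (85.6%) overlapped a replicate 2 peak, and 2280 (46.8%) of the nuclear and chloroplast peaks of replicate 2 overlapped a replicate 1 peak. When the replicate 2 peaks were placed at random on their own chromosomes, 113 ± 10.8 (SD, 100 placements) replicate 1 peaks were overlapped, and no placement overlapped more than 139. Restricting each list to the peaks wider than its median changed the number of shared regions most, to 1227.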

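Promoters, taken as 1 kb upstream to 100 bp downstream of any TSS, held 71.8% of the centres of the shared regions, gene bodies held 10.9%, and 17.3% were intergenic. The median distance of a centre to the nearest TSS was -236 bp, and the mean distance without regard to direction was 655 bp. In bins of 50 bp, most regions were centred between 200 and 150 bp upstream of the TSS, with 183 regions in this bin. The bin from 250 to 200 bp upstream held 174 regions. Measuring from the nearest edge of each region in place of its centre moved the median distance most, to -15 bp.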

To avoid the identification of false-positives, only binding sites located up to 1.5 kb upstream and 0.5 kb downstream of the TSS were considered for the annotation of target genes. This corresponds to 83% of the PHE1 binding sites (Figure 1a), and allowed the identification of 1694 PHE1 target genes (Table 2, Figure 1—figure supplement 1 and Figure 1—source data 1).

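The window from 1.5 kb upstream to 0.5 kb downstream of a TSS held the centres of 2039 of the 2510 shared regions (81.2%), with 1783 upstream and 256 downstream of the TSS. These regions were nearest to the TSS of 1814 genes among the 37899 annotated on chromosomes 1 to 5. Of the paper's 1694 target genes in Figure 1—source data 1, 1545 (91.2%) were among them. The shared regions gave 269 further genes, and 149 genes were on the paper's list alone. Of these 149, 22 were nearest to a shared region outside the window, and 19 genes of the paper's list had no entry in the annotation used here. With the replicate 2 peaks alone, the number of target genes rose to 3512.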

**Figure 1.**
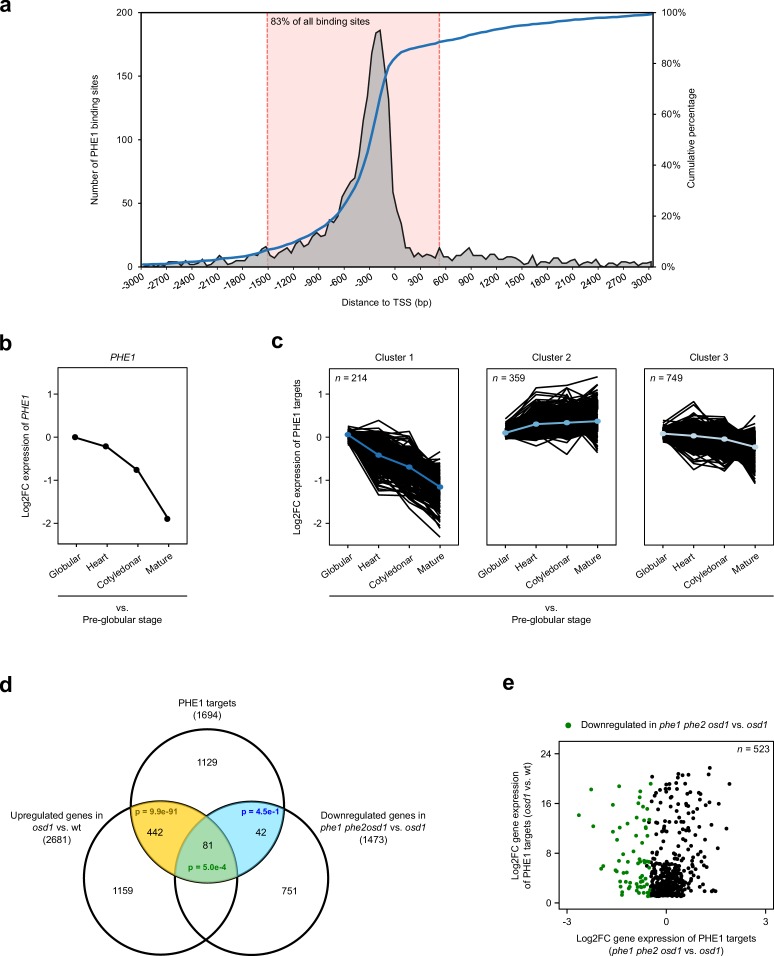
Identification and expression profile of PHE1 target genes. (**a**) Spatial distribution of PHE1 binding sites around transcription start sites (TSS). The dotted pink lines indicate the spatial interval used to define PHE1 target genes. (**b–c**) Expression of *PHE1* (**b**), and its target genes (**c**), across different stages of seed development. Gene expression is represented as a Log2-fold change between expression in the endosperm at the stages indicated on the x axis vs. expression in the pre-globular stage. A k-means clustering analysis was performed to group PHE1 targets that show similar expression trends across seed development. Gene expression data were retrieved from Belmonte et al. (2013). (**d**) Overlap between PHE1 targets, genes that were found to be significantly upregulated in *osd1* when compared to wild-type (wt) seeds, and genes that were found to be significantly downregulated in *phe1 phe2 osd1* when compared to *osd1 *seeds. P-values were determined using hypergeometric tests. (**e**) Expression of PHE1 targets that are significantly upregulated in *osd1* seeds when compared to wt seeds. Genes marked in green are also significantly downregulated in *phe1 phe2 osd1* seeds when compared to *osd1 *seeds. Figure 1—source data 1.PHE1 target genes and their respective endosperm expression cluster.

**Figure 1—figure supplement 1.**
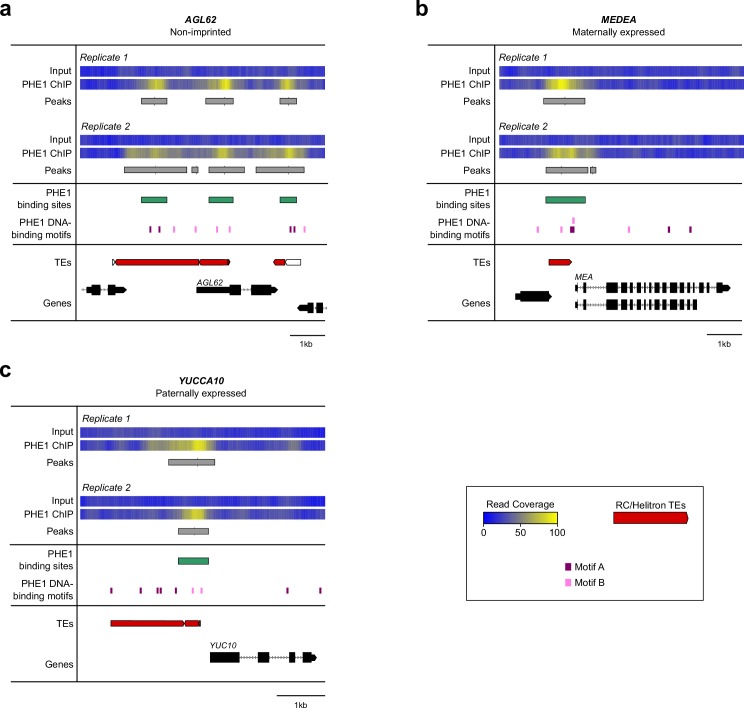
Examples of ChIP-seq read, peak, and motif distributions in PHE1 targets. For each target gene, the read coverage for Input (as control) and PHE1–GFP ChIP samples of each replicate is shown. Called peaks in each replicate are indicated by the grey boxes. PHE1 binding sites, identified from the overlapped peak regions for replicates 1 and 2, are represented by the green boxes. PHE1 DNA-binding motifs are those defined in Figure 3a, and are represented here by the purple (Motif A) and pink boxes (Motif B). Transposable elements in the vicinity of the target gene are indicated. Red boxes correspond to TEs of the RC/Helitron superfamily, whereas white boxes represent TEs of other superfamilies. For this analysis, three different PHE1 targets with distinct imprinting statuses were selected: (**a**) *AGL62* – non-imprinted; (**b**) *MEDEA* – a maternally expressed gene; (**c**) *YUCCA10* – a paternally expressed gene.

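*AGL62* (AT5G60440) lies on chromosome 5 of TAIR10 from 24305381 to 24307716 on the forward strand. A shared region from 24303806 to 24304536 was centred at -1210 bp from its TSS, within the window that defines targets. A second region, from 24305641 to 24306429, was centred at 654 bp, inside the gene in an annotated UTR, and one downstream of the gene, from 24307766 to 24308243, was centred at 2623 bp. *MEA* (AT1G02580) lies on chromosome 1 from 544733 to 549202 on the forward strand. Its shared region of 1207 bp, from 543826 to 545032, was centred at -304 bp, and the peak of replicate 2 there ended at 545360. *YUC10* (AT1G48910), on chromosome 1 from 18091681 to 18093878, had a shared region of 876 bp from 18090863 to 18091738, centred at -381 bp. An exact CC(A/T)_6_GG sequence was found in none of the shared regions of these genes, with 0 in each.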

**Figure 1—figure supplement 2.**
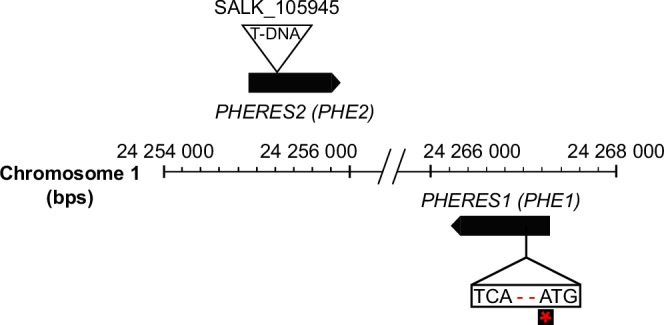
Schematic representation of the *phe1 phe2* mutant. CRISPR/Cas9 was used to generate a premature stop codon in *PHE1*, represented by the red asterisk. *PHE1* mutagenesis was performed in the *phe2* background because of the proximity and probable redundancy of the two *PHE* genes (see Materials and methods).

**Figure 1—figure supplement 3.**
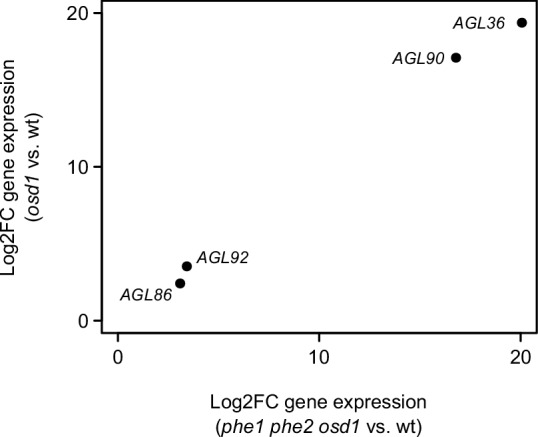
Expression of *PHE1* paralogs in *osd1* vs. wt and *phe1 phe2 osd1* vs. wt. Paralogous genes were selected according to the phylogenetic analysis performed by Parenicová et al. (2003). All genes are significantly upregulated in *osd1* vs. wt and in *phe1 phe2 osd1* vs. wt.

**Table 1.** PHE1 ChIP-seq read mapping and peak calling information. Peak calling was done using the ChIP sample and its respective Input sample as control. The fraction of peaks present in both replicates was determined as the percentage of peaks for which spatial overlap between Replicate 1 and Replicate 2 peaks is observed (see Materials and methods).

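The 2510 shared regions correspond to 89.1% of the replicate 1 peaks and 51.5% of the replicate 2 peaks when each region is counted once. Without an overlapping peak in the other replicate were 406 peaks of replicate 1 and 2578 nuclear peaks of replicate 2. These peaks were narrower than those with an overlap. The median width was 243.5 bp for the unshared and 423 bp for the overlapped peaks of replicate 1, and 323 bp for the unshared and 640 bp for the overlapped peaks of replicate 2.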

Sample	No. of sequenced reads	% of mapped reads	No. of called ChIP-seq peaks	% of ChIP-seq peaks present in both replicates
Replicate 1 *PHE1::PHE1–GFP* ChIP	17,037,975	65.3	2818	88.5
Replicate 1 *PHE1::PHE1–GFP* Input	24,276,095	71.1		
Replicate 2 *PHE1::PHE1–GFP* ChIP	21,838,147	70.5	4521	55.2
Replicate 2 *PHE1::PHE1–GFP* Input	23,372,778	70.7		

**Table 2.** Annotation of PHE1 ChIP-seq peaks within genomic features of interest. Annotation for each individual replicate, as well as for common peaks, is presented. For target gene analysis, only common peaks located 1.5 kb upstream to 0.5 kb downstream of the TSS were considered (3^rd^ row).

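Replicate 1 had 2227 of its peaks (79.0%) centred within the window around a TSS, and replicate 2 had 3829 (78.8%). By feature, the replicate 1 peaks were split into 69.4% in promoters, 11.1% in gene bodies and 19.5% in intergenic regions. The split for replicate 2 was 68.1%, 12.9% and 19.1%. The mean distance to the nearest TSS was 708 bp in replicate 1 and 706 bp in replicate 2, and the median distances were -237 and -223 bp.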

Sample	Total no. of peaks	No. of peaks in −1.5 kb to +0.5 kb window around TSS	Average distance to nearest TSS (bp)	Associated genomic feature (% of peaks)			No. of targeted genes
				Promoter	Gene body	Intergenic	
Replicate 1 peaks	2818	2182	445	88.6	4.7	6.6	1985
Replicate 2 peaks	4521	3508	600	86.6	3.5	9.9	2971
Common peaks (PHE1 binding sites)	2494	1995	430	89.6	4.6	5.8	1694

To further validate the target status of these genes, as well as to evaluate the impact of PHE1 in their transcriptional output, we assessed how their expression varies in response to changes in *PHE1* expression. Because *PHE1* is highly expressed in the endosperm of early seeds, and shows a decrease in expression as seed development progresses (Figure 1b), the influence of PHE1 activity on its targets can be assessed by monitoring their expression trend throughout seed growth. To achieve this, we sampled the endosperm expression level of all PHE1 targets from pre-globular to mature seed stages, using previously published transcriptome data for laser-capture microdissected endosperm (Belmonte et al., 2013) (Figure 1c). Using a *k*-means clustering analysis, we identified three different clusters of PHE1 targets, which showed distinct expression trends during seed development (Figure 1c, Figure 1—source data 1): genes in cluster 1 showed reduced expression as seed development progresses, mimicking the expression pattern observed for *PHE1* (Figure 1b); genes in clusters 2 and 3 showed small expression changes, with cluster 2 consisting of mildly upregulated genes, and cluster 3 consisting of mildly downregulated genes (Figure 1c). The general trend in which the expression of PHE1 targets follows PHE1 expression (cluster 1), or continues during the later stages of seed development (when PHE1 expression ceases) (clusters 2 and 3), suggests that PHE1 probably acts as transcriptional activator.

It is well established that *PHE1* and other type I MADS-box TF genes are highly overexpressed in the endosperm of paternal excess seeds (Erilova et al., 2009; Kradolfer et al., 2013; Lu et al., 2012; Schatlowski and Köhler, 2012; Tiwari et al., 2010). In order to generate *PHE1*-overexpressing seeds, we used the *omission of second division 1* (*osd1*) mutant, which produces diploid gametes at high frequency (d'Erfurth et al., 2009). We crossed *osd1* as pollen donor to a wild-type (wt) maternal plant (wt x *osd1,* abbreviated hereafter as *osd1*). This mimics a 2x♀ x 4x♂ cross, and results in a seed that is commonly denominated as triploid (3x), alluding to the 3x nature of the embryo. In parallel, we generated a *phe1* loss-of-function CRISPR/Cas9 mutant in the *phe2* background, as the two *PHE* genes are probably redundant (Villar et al., 2009) (Figure 1—figure supplement 2). We then introduced *phe1 phe2* into the *osd1* mutant background, and used this triple mutant as a pollen donor that was crossed to a wt maternal plant, thereby obtaining 3x seeds that lack PHE1 expression (wt x *phe1 phe2 osd1,* hereafter abbreviated as *phe1 phe2 osd1*). Thus, by generating transcriptomes of these seeds, and the control (wt x wt, hereafter abbreviated as wt), we could simultaneously assess the expression of PHE1 targets in response to the upregulation of *PHE1* expression (in *osd1* seeds) or the absence of *PHE1 *expression (in *phe1 phe2 osd1* seeds) (Figure 1d).

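Seeds were collected at 6 DAP from crosses of a male-sterile *pi-1* mother with wt, *osd1* or *phe1 phe2 osd1* pollen donors, with 2 replicate libraries per cross. The authors sequenced poly(A) RNA in paired ends, mapped the reads with TopHat to the TAIR10 genome masked for rRNA genes, and deposited RPKM per gene and library from GFOLD. The table lists 27206 genes, of which 3266 are at 0 in all 6 libraries. The read number per library is not in the table and was estimated from the spacing of the low RPKM values and the gene lengths, at 16.3 and 17.7 M reads for wt, 17.6 and 17.2 M for *osd1*, and 17.3 and 18.3 M for *phe1 phe2 osd1*. Tests covered the 20051 genes with a mean RPKM of at least 0.5 in at least 1 cross. Genes were called up- or downregulated by the rank product over the 4 pairs of replicates at a one-sided permutation p under 0.05, with RPKM of 0 set to 0.0001. The paper used the RankProd package at p under 0.05, and here the rank product was coded anew. Log2 fold changes, their standard errors (SE) and adjusted p-values come from limma on log2(RPKM + 0.5), with all 3 crosses in one fit. The pseudocount, the filter and the test are the choices that could change these numbers.

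*PHE1* (AT1G65330, chromosome 1, 24266257 to 24267336, reverse strand) had RPKM of 2.92 and 3.1 in the wt replicates, 200 and 169 in *osd1*, and 49.0 and 49.1 in *phe1 phe2 osd1*. Its log2 fold change was 5.72 in *osd1* vs. wt (SE 0.13, adjusted p = 9.24e-05 from limma). In *phe1 phe2 osd1* vs. *osd1* it was -1.90 (SE 0.13, adjusted p = 0.0952 from limma), the smallest adjusted p of this comparison. Over the 7 alternatives its adjusted p from limma was between 0.0451, without the filter on low values, and 1, with only the compared crosses in the fit. The *phe1* allele carries a small deletion with a premature stop codon, so the transcript can still be counted. Only the pollen donor carried *phe1 phe2*, so transcripts of the mother's wt *PHE1* and *PHE2* alleles could be counted as well. The paper describes *PHE1* as paternally expressed, and RPKM do not separate the alleles. *PHE2* (AT1G65300, chromosome 1, 24254929 to 24255857, forward strand) had RPKM of 3.08 and 2.98 in wt, 81.8 and 90.1 in *osd1*, and 37.8 and 32.5 in *phe1 phe2 osd1*. Its log2 fold changes were 4.61 in *osd1* vs. wt (SE 0.13, adjusted p = 9.24e-05 from limma) and -1.28 in *phe1 phe2 osd1* vs. *osd1* (SE 0.13, adjusted p = 0.418). The 2 genes are near-identical copies, and mapping could have split their reads between them.

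**Figure D1:**
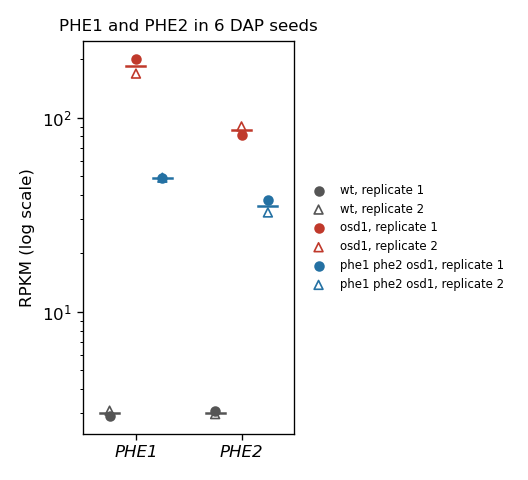
RPKM of *PHE1* and *PHE2* on a log axis, with a point per library and a line at the mean of the 2 libraries of each cross. The *osd1* libraries lie highest for both genes, and the *phe1 phe2 osd1* libraries, at 49.0 and 49.1 for *PHE1*, lie between them and wt.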

As expected, we observed that a significant proportion of PHE1 targets were upregulated in *osd1* 3x seeds, correlating with increased expression of *PHE1*. Conversely, a moderate, but significant, number of PHE1 targets were downregulated in *phe1 phe2 osd1* when compared to *osd1* seeds (Figure 1d). Among these genes, 81 (p=5.0e–4) were simultaneously upregulated in *osd1* seeds and downregulated in *phe1 phe2 osd1* seeds (Figure 1d–e). 

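In *osd1* vs. wt, the rank product called 1712 genes upregulated and 1731 downregulated. Of the paper's target genes, 1526 were among the genes tested, and 398 of them (26.1%) were called upregulated, against 7.09% of the other genes (one-sided exact hypergeometric test, p = 2.98e-102). Downregulated targets numbered 86 (5.64%), against 8.88% of the other genes. The median log2 fold change was 0.37 for targets (quartiles -0.22 and 1.49) and -0.01 for the other genes (quartiles -0.37 and 0.35). Benjamini-Hochberg adjustment of the rank product p-values moved the number of upregulated targets most, to 32 of 78 upregulated genes. Over all 15 alternatives tried, the share of targets called was from 2.10 to 8.44 times that of the other genes.

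Among upregulated targets, *SCRL10* (AT4G15735, chromosome 4, 8963041 to 8963583) rose most on the scale of log2(RPKM + 0.5). Its RPKM was 3.80 and 5.58 in the wt replicates and 1795 and 596 in the *osd1* replicates, a log2 fold change of 7.66 (SE 0.60, adjusted p = 0.000652 from limma). The next 4 targets were AT2G02490, AT3G17150, *LCR60* (AT2G20208) and AT3G03828, with log2 fold changes of 7.32, 7.11, 6.99 and 6.97. The largest adjusted p of these was 0.00295, for *LCR60* (limma). The order depended on the setting. Over the 7 alternatives, the highest log2 fold change was 7.78 for *SCRL10*, 8.07 for *LCR60* and 8.34 for AT3G03828. Each of the 5 had a higher RPKM in *osd1* replicate 1 than in replicate 2, and for *LCR60* these were 175 and 58.6 RPKM, with 0.136 and 0.501 in wt.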

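In *phe1 phe2 osd1* vs. *osd1*, 836 genes were called downregulated and 874 upregulated by the rank product. In simulated libraries with no difference between these crosses, 1024 genes on average were called downregulated (lowest 962, highest 1080 over 100 simulations). The simulated libraries were ranked on log2(RPKM + 0.5), a scale other than that of the observed calls, so these counts are not directly comparable. At an adjusted p from limma under 0.05, 0 genes differed. An unadjusted p under 0.05 was reached by 554 genes (350 up and 204 down), where chance gives 1003. The targets called downregulated numbered 71 (4.65%), against 4.13% of the other genes (one-sided exact hypergeometric test, p = 0.179), and 54 targets (3.54%) were called upregulated, against 4.43%. The call depended on the setting. With a pseudocount of 1, 102 targets were downregulated, 1.98 times the share among other genes (exact p = 1.14e-09), while without the filter on low values the share was 0.891 times that of other genes (exact p = 0.851). The median log2 fold change was -0.01 for targets (quartiles -0.16 and 0.14) and 0.01 for the other genes.

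Apart from *PHE1*, the targets with the largest falls among those lower in all 4 pairs of replicates were AT1G22420, AT2G23148, *MYB119* (AT5G58850) and *LBD35* (AT5G35900). For AT1G22420, RPKM was 29.9 and 12.5 in the *osd1* replicates and 9.32 and 1.02 in the *phe1 phe2 osd1* replicates, a log2 fold change of -2.36 (SE 0.87). The RPKM of *LBD35* fell from 25.4 and 17.2 to 7.78 and 6.69, a log2 fold change of -1.47 (SE 0.32). *MYB119*, listed at 0 in both wt libraries, had RPKM of 5.19 and 1.89 in *osd1* and 1.66 and 0.254 in *phe1 phe2 osd1*. AT2G23148 had a log2 fold change of -1.92 (SE 0.64). The adjusted p from limma was 1 for each of these 4 genes.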

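Both calls, upregulated in *osd1* vs. wt and downregulated in *phe1 phe2 osd1* vs. *osd1*, fell on 334 genes, of which 51 were targets. Among the 398 upregulated targets these are 12.8%, against 21.5% of the other upregulated genes (one-sided exact hypergeometric test for a higher share in targets, p = 1.00). With a one-sided unadjusted limma p under 0.05 in place of the rank product, the direction changed, with 51 of 715 upregulated targets (7.13%) against 4.99% of the other upregulated genes (exact p = 0.0138). Over all tested genes, a background chosen after seeing the data, 51 of 1526 targets (3.34%) had both calls, against 283 of 18525 other genes (1.53%; exact p = 1.40e-06). Both comparisons use the same *osd1* libraries, and a gene that is high in them by chance passes both. Simulated libraries in which *phe1 phe2 osd1* had the *osd1* means gave 61.9 targets with both calls on average (lowest 46, highest 80 over 100 simulations). These libraries were drawn and ranked on log2(RPKM + 0.5), and the observed ones were ranked on RPKM with zeros set to 0.0001. The observed number itself was 56 with a pseudocount of 0.1 and 70 with a pseudocount of 1. The scales were not matched, so the simulated values are not a like-for-like reference for the observed ones. Among upregulated genes, the simulations gave both calls to 14.0% of targets on average, against 17.3% of the other genes. A lower share in targets thus arises with no difference between the crosses. The test within upregulated genes therefore does not show a weaker fall in targets. Over all genes, the same simulations gave 295 genes with both calls (lowest 251, highest 343) and 1024 downregulated genes (lowest 962, against 836 observed). The number of genes with both calls was 4.68 times that expected by chance, against 3.22 in the simulations on average (highest 3.58).

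**Figure D2:**
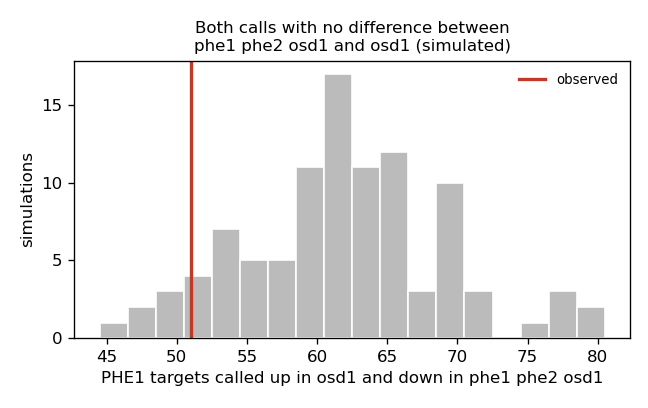
Number of PHE1 targets upregulated in *osd1* vs. wt and downregulated in *phe1 phe2 osd1* vs. *osd1* in 100 simulations with no difference between *phe1 phe2 osd1* and *osd1*. The line marks the 51 targets observed, and the simulated range is 46 to 80. The simulations were ranked on log2(RPKM + 0.5) and the observed libraries on RPKM with zeros set to 0.0001. The line and the range are therefore not like for like.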

We hypothesized that the small number of PHE1 target genes that show expression changes in *phe1 phe2 osd1* is probably a result of the redundant and compensatory activity of other type I MADS-box TFs in the endosperm of these seeds. Indeed, *PHE1* paralogs show a dramatic upregulation in *osd1* and *phe1 phe2 osd1* seeds, supporting this hypothesis (Figure 1—figure supplement 3). 

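*AGL36* (AT5G26650) was listed at 0 RPKM in both wt libraries, at 11.9 and 3.89 in the *osd1* replicates, and at 5.95 and 20.2 in the *phe1 phe2 osd1* replicates. *AGL90* (AT5G27960) was also listed at 0 in both wt libraries, with 2.95 and 0.664 in *osd1* and 0.481 and 2.67 in *phe1 phe2 osd1*. Against wt, adjusted p from limma was 0.00909 in *osd1* and 0.00574 in *phe1 phe2 osd1* for *AGL36*, and 0.0862 and 0.113 for *AGL90*. *AGL86* (AT1G31630) rose from 2.08 ± 1.07 RPKM in wt (SD, n = 2) to 11.8 ± 7.88 in *osd1* and 17.1 ± 6.23 in *phe1 phe2 osd1*. Its log2 fold changes against wt were 2.15 (SE 0.54, adjusted p = 0.0328 from limma) and 2.79 (adjusted p = 0.0145). *AGL92* (AT1G31640) had 0.981 ± 0.392 RPKM in wt, 10.9 ± 1.40 in *osd1* and 11.8 ± 8.52 in *phe1 phe2 osd1*. Its log2 fold changes against wt were 2.97 (SE 0.50, adjusted p = 0.00847 from limma) and 2.88 (adjusted p = 0.0104). Without the filter on low values, the adjusted p in *osd1* vs. wt was 0.135 for *AGL86* and 0.0635 for *AGL92*. In *phe1 phe2 osd1* vs. wt, the highest adjusted p from limma over the 7 alternatives was 0.0869 for *AGL86* and 0.0698 for *AGL92*. The rank product called all 4 genes upregulated against wt in both crosses. Between *phe1 phe2 osd1* and *osd1*, log2 fold changes lay between -0.18 (*AGL90*) and 0.65 (*AGL36*), each within the spread of the replicates (adjusted p = 1 from limma). Reads of related MADS-box genes could have been split between the copies.

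**Figure D3:**
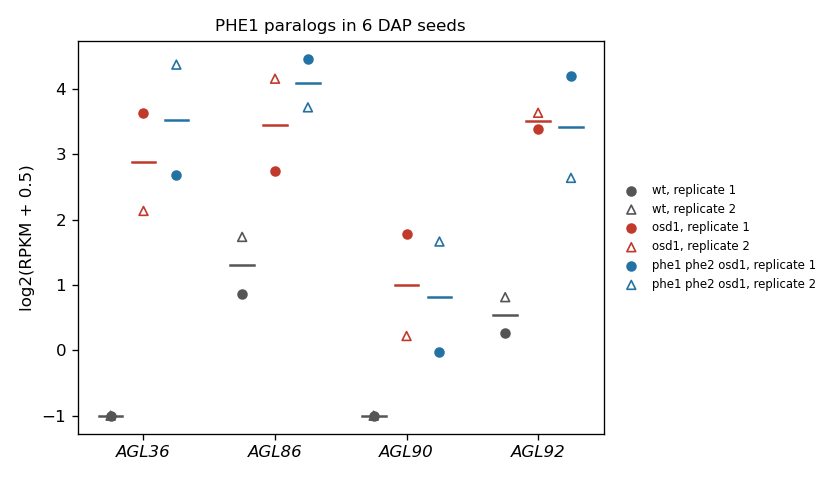
Log2(RPKM + 0.5) of the 4 *PHE1* paralogs, with a point per library and a line at the mean of the 2 libraries of each cross. The wt libraries of *AGL36* and *AGL90* are listed at 0 RPKM, and for each gene both triploid crosses lie above wt.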

Because of this compensatory mechanism, we did not use this transcriptomics dataset to refine the list of PHE1 target genes obtained through ChIP-seq, as doing so would probably prevent the identification of biologically relevant genes. Nevertheless, the observation that a considerable proportion of genes show an endosperm expression pattern that mimics *PHE1* expression (Figure 1b–c), and also show upregulation upon PHE1 overexpression (Figure 1d–e), suggests that PHE1 acts as a transcriptional activator, and validates the binding sites obtained through ChIP-seq.

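The target genes tested divide into 212 in cluster 1, 355 in cluster 2, 686 in cluster 3 and 273 without a cluster. In *osd1* vs. wt, cluster 1 had a median log2 fold change of 2.66, which was 2.46 above that of the other targets. Cluster 2 had a median of -0.31, a difference from the other targets of -0.97. Both differences, and that of 1.03 for targets without a cluster (median 1.28), had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give (adjusted p = 2e-05). The median of cluster 3 was 0.28, a difference of -0.31 (permutation p = 0.0124, adjusted p = 0.0186 over the 4 groups and 3 comparisons). Cluster labels were permuted over genes, so these p-values leave out the variation between libraries. The replicates of *osd1* differed by a median of 0.61 in cluster 1, less than the rise of that cluster over wt. The median of cluster 1 in *phe1 phe2 osd1* vs. *osd1* was 0.03, a difference of 0.04 from the other targets (permutation p = 0.00428, adjusted p = 0.00734). With each replicate left out in turn, a setting added after seeing the data, this difference was between -0.18 and 0.25, so its sign rests on single libraries. Of the 398 targets upregulated in *osd1* vs. wt, 379 (95.2%) were also called upregulated in *phe1 phe2 osd1* vs. wt, a comparison that uses the same wt libraries. In 100 simulations, added after seeing the data, the share called again was 14.2% on average (highest 19.7%) with *phe1 phe2 osd1* at the wt means, and 93.1% (from 89.7 to 95.7%) with it at the *osd1* means. The simulated libraries were ranked on log2(RPKM + 0.5), unlike the observed ones. The median log2 fold change of all targets in *phe1 phe2 osd1* vs. wt was 0.31. From targets that follow *PHE1* expression through seed development, and from the rise of targets in seeds that overexpress *PHE1*, the paper proposes that PHE1 activates transcription. It takes the small number of targets that fall in *phe1 phe2 osd1* as a probable result of redundancy with other type I MADS-box TFs.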

### PHE1 targets known regulators of endosperm development and other type I MADS-box transcription factors

To explore the functional role of PHE1 targets, we performed a Gene Ontology (GO) analysis (Figure 2a). This revealed several different enriched GO-terms associated with brassinosteroid signaling pathways, seed growth and development, and metabolic pathways including triglyceride biosynthesis and carbohydrate transport. Furthermore, we found an enrichment of a GO-term associated with the positive regulation of transcription. Indeed, many PHE1 targets are themselves transcriptional regulators (Figure 2b). 

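The shared region at *PHE1* (chromosome 1, 24267111 to 24268160) was centred at -299 bp from its TSS, and that at *PHE2* (24254047 to 24255170) at -321 bp. *AGL86* had regions centred at -925 and -1574 bp, and *AGL92* had one at -1081 bp. *AGL90* had its nearest region upstream at -1845 bp, outside the window, and *AGL36* had none within it.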

More specifically, we detected that other type I MADS-box family genes are strongly over-represented among PHE1 targets (Figure 2b), pointing to a high degree of cross-regulation among members of this family. In addition, several PHE1 targets , such as *AGL62, YUC10, IKU2, MINI3*, and *ZHOUPI*, are known regulators of seed development (Table 3, Figure 1—figure supplement 1). These genes have been previously described to influence the proliferation, cellularization, and breakdown of the endosperm (Table 3), revealing an important role for PHE1 in regulating the development of this structure.

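*AGL62* had 0.104 ± 0.00589 RPKM in wt (SD, n = 2), 15.6 ± 7.37 in *osd1* and 19.6 ± 11.0 in *phe1 phe2 osd1*. Its log2 fold change in *osd1* vs. wt was 4.66 (SE 0.47, adjusted p = 0.00136 from limma). *YUC10* rose from 5.05 ± 1.05 to 17.2 ± 7.56 RPKM in *osd1*, a log2 fold change of 1.62 that did not pass the threshold (SE 0.56, adjusted p = 0.0819 from limma). It passed with only the compared crosses in the fit (adjusted p = 0.0315), and its adjusted p over the 7 alternatives was between 0.0315 and 0.235.

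*IKU2* (AT3G19700, chromosome 3, 6843662 to 6847275) was at 0.101 ± 0.0424 RPKM in wt and 0.599 ± 0.127 in *osd1* (log2 fold change 0.87, SE 0.29, adjusted p = 0.0732 from limma). Its adjusted p was 0.0256 without the filter on low values and at most 0.107 over the alternatives. The rank product called it upregulated in *osd1* vs. wt (permutation p = 0.0251) and downregulated in *phe1 phe2 osd1* vs. *osd1* (permutation p = 0.00532). A shared region from 6843009 to 6843738 was centred at -289 bp from the TSS of *IKU2*, and at -273 bp from that of AT3G03875, a noncoding RNA gene to which the nearest-TSS rule assigned it. With protein-coding genes only, *IKU2* was a target.

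*MINI3* (AT1G55600, chromosome 1, 20774046 to 20776294, reverse strand) was listed at 0 and 0.0387 RPKM in the wt replicates and at 9.41 and 4.10 in the *osd1* replicates. Its log2 fold change was 3.70 (SE 0.63, adjusted p = 0.00871 from limma, and 0.0643 without the filter, the highest of the alternatives). Its shared region, from 20776563 to 20776943, was centred at -459 bp. *ZHOUPI* (AT1G49770, chromosome 1, 18424578 to 18426782) fell, from 33.8 ± 2.4 RPKM in wt to 11.8 ± 3.37 in *osd1* and 9.42 ± 5.18 in *phe1 phe2 osd1*. The log2 fold change in *osd1* vs. wt was -1.51 (SE 0.38, adjusted p = 0.0330 from limma, and from 0.0110 to 0.132 over the alternatives). Its region, from 18423879 to 18424251, was centred at -513 bp. The log2 fold changes of these 5 genes in *phe1 phe2 osd1* vs. *osd1* lay between -0.59 and 0.28 (adjusted p = 1 from limma).

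**Figure D4:**
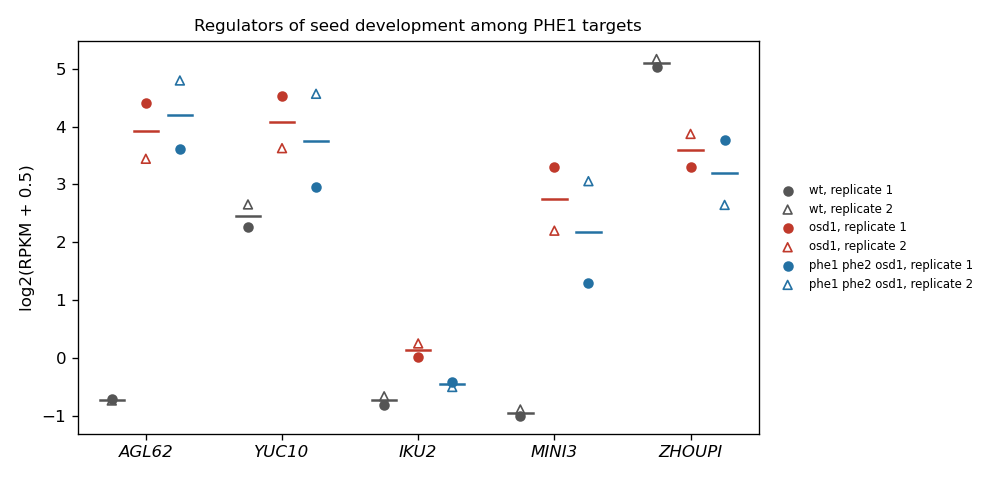
Log2(RPKM + 0.5) of *AGL62*, *YUC10*, *IKU2*, *MINI3* and *ZHOUPI*, with a point per library and a line at the mean of the 2 libraries of each cross. *ZHOUPI* is lower in both triploid crosses than in wt, while *AGL62* and *MINI3* are higher.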

**Figure 2.**
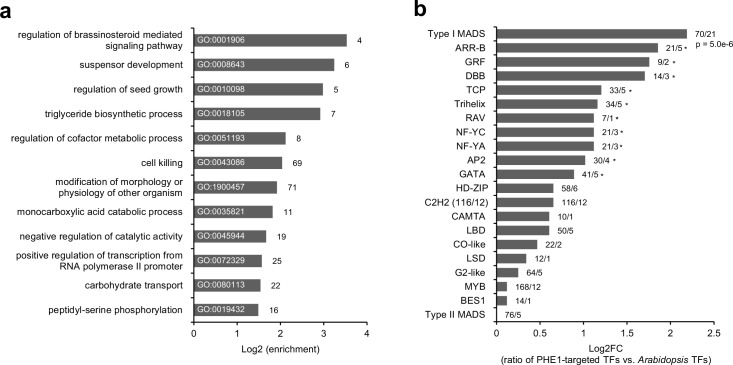
Transcription factor genes are enriched among PHE1 targets. (**a**) Enriched biological processes associated with PHE1 target genes. Numbers on bars indicate number of PHE1 target genes within each GO term. (**b**) Enrichment of transcription factor (TF) families among PHE1 target genes (see Materials and methods). Numbers indicate the total number of *Arabidopsis* genes belonging to a certain TF family, and the total number of genes in that family targeted by PHE1. *, p-values <0.05. P-values were determined using the hypergeometric test.

**Table 3.** PHE1 target genes previously implicated in endosperm development.

Gene ID	Imprinting status	Description of function
*AGL62*	Non-imprinted	Type I MADS-box TF involved in endosperm proliferation and seed coat development (Figueiredo et al., 2016; Figueiredo et al., 2015; Kang et al., 2008; Roszak and Köhler, 2011)
*YUC10*	PEG	Flavin monooxygenase that catalyzes the last step of the Trp-dependent auxin biosynthetic pathway (Zhao, 2012). Involved in endosperm proliferation and cellularization (Batista et al., 2019; Figueiredo et al., 2015)
*IKU2*	Non-imprinted	Encodes a leucine-rich repeat receptor kinase protein that, together with *MINI3*, is part of the IKU pathway controlling seed size. *iku2* mutants show reduced endosperm growth and early endosperm cellularization (Garcia et al., 2003; Luo et al., 2005).
*MINI3*	Non-imprinted	WRKY TF that, together with *IKU2*, is part of the IKU pathway controlling seed size. *mini3* mutants show reduced endosperm growth and early endosperm cellularization (Luo et al., 2005).
*ZHOUPI*	Non-imprinted	Encodes a bHLH TF expressed in the embryo-surrounding region of the endosperm. It is essential for embryo cuticle formation and endosperm breakdown after its cellularization (Xing et al., 2013; Yang et al., 2008).
*MEA*	MEG	Subunit of the FIS–PRC2 complex, responsible for depositing H3K27me3 at target loci including PEGs (Moreno-Romero et al., 2016; Moreno-Romero et al., 2019). Loss of MEA and, consequently, paternally biased expression of PEGs lead to a 3x-seed-like phenotype (Grossniklaus et al., 1998; Kiyosue et al., 1999).
*ADM*	PEG	Interacts with SUVH9 and AHL10 to promote H3K9me2 deposition in TEs, influencing the expression of neighboring genes. Mutations in *ADM* lead to rescue of the 3x seed abortion phenotype (Jiang et al., 2017; Kradolfer et al., 2013; Wolff et al., 2015).
*SUVH7*	PEG	Encodes a putative histone-lysine N-methyltransferase. Mutations in *SUVH7* lead to rescue of the 3x seed abortion phenotype (Wolff et al., 2015).
*PEG2*	PEG	Encodes an unknown protein, which is not translated in the endosperm. *PEG2* transcripts act as a sponge for siRNA854, thus regulating UBP1 abundance (Wang et al., 2018). Mutations in *PEG2* lead to rescue of the 3x seed abortion phenotype (Wang et al., 2018; Wolff et al., 2015).
*NRPD1a*	PEG	Encodes the largest subunit of RNA POLYMERASE IV, which is involved in the RNA-directed DNA methylation pathway. Mutations in *NRPD1a* lead to rescue of the 3x seed abortion phenotype (Erdmann et al., 2017; Martinez et al., 2018).

### Transposable elements act as cis-regulatory elements by carrying PHE1 DNA-binding motifs

To investigate the DNA-binding properties of PHE1, we screened PHE1 binding sites for enriched sequence motifs, using HOMER’s de novo motif analysis tool. This analysis revealed that PHE1 uses two distinct DNA-binding motifs: motif A was present in about 53% of PHE1 binding sites, and motif B could also be found in 43% of those sites (Figure 3a). In total, 68% of all of PHE1 binding sites are associated with at least one of these motifs, and the majority of these show co-occurrence of Motif A and B (Figure 3—figure supplement 1a). In addition, and as observed for type II MADS-box TFs (Aerts et al., 2018), the highest density of these motifs is detected at the center of PHE1 binding sites (Figure 3—figure supplement 1b). 

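The motif matrices of HOMER were not recomputed here, and exact matches to the CArG-box consensus CC(A/T)_6_GG on either strand were counted instead. Within 50 bp of the centre of the 2510 shared regions there were 113 matches, a density of 0.450 per kb. Between 400 and 500 bp from the centre there were 54 matches, or 0.108 per kb. Density fell with distance on both sides, from 0.486 and 0.422 per kb in the bins of 50 bp that touch the centre to 0.223 and 0.175 per kb between 150 and 200 bp away.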

PHE1 DNA-binding motifs closely resemble CArG-boxes, the signature motif of binding sites for type II MADS-box TFs (de Folter and Angenent, 2006) (Figure 3a, Figure 3—figure supplement 1c). This is particularly visible in the case of Motif B, which is similar to the SEP3 DNA-binding motif, and shows the characteristics of a *bona fide* CArG-box -– CC(A/T)_6_GG (Figure 3—figure supplement 1c). Motif A, on the other hand, shows similarity to the SVP CArG-box, but lacks the terminal G nucleotides, thus resembling a partially degenerated CArG-box (Figure 3—figure supplement 1c). Nevertheless, the detected similarity between PHE1 DNA-binding motifs and previously characterized CArG-boxes suggests that the DNA-binding properties of type I and type II TFs might be conserved.

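At least 1 exact match to CC(A/T)_6_GG was present in 289 of the 2510 shared regions, 11.5% (Wilson 95% confidence interval 10.3 to 12.8%). Regions of the same sizes placed at random in the 3 kb upstream of genes held a match in 2.72% ± 0.320 of cases (SD, 100 placements), with a maximum of 3.47%. The 4.23-fold difference has a one-sided permutation p of 0.0099, the smallest that 100 placements can give. Flanks of the same sites, centred 750 bp from their centres, held a match in 2.57% (one-sided Fisher's exact test, p = 1.64e-53). Allowing 1 mismatch moved the shares most, to 65.5% of the shared regions and 39.7% of the random regions. GC content was 27.3% in the shared regions, 34% in their flanks and 34.7% in promoters.

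Among genes named in Figure 4e, AT2G28890 and AT5G04250 had an exact match in a shared region. The match CCAATTAAGG lies on chromosome 2 from 12409288 to 12409297, at -1049 bp from the TSS of AT2G28890, in the sequence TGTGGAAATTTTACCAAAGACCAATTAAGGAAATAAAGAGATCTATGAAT. The match CCTAATAAGG lies on chromosome 5 from 1175443 to 1175452, at -562 bp from the TSS of AT5G04250, in the sequence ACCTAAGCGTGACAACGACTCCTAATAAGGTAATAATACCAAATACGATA. From the similarity of the enriched motifs to CArG-boxes known from type II MADS-box TFs, the paper proposes that the DNA-binding properties of type I and type II factors might be conserved.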

**Figure 3.**
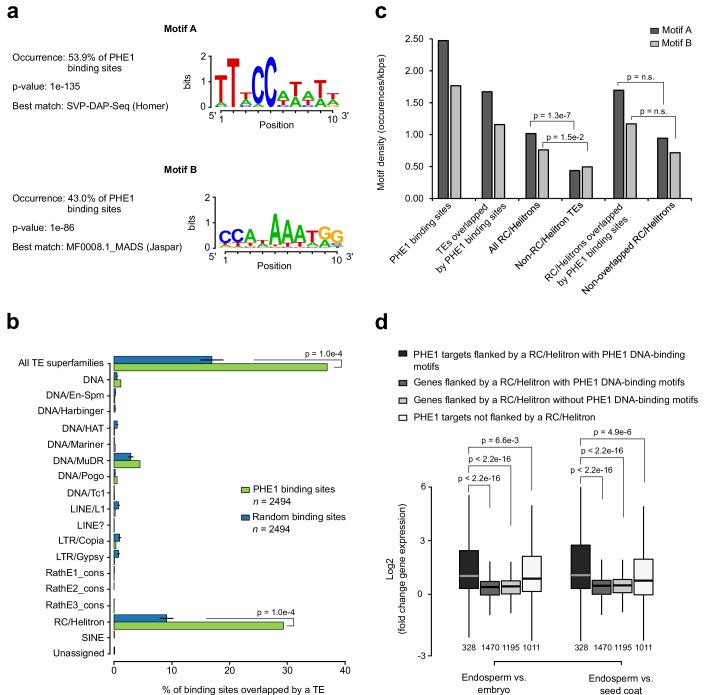
RC/Helitrons carry PHE1 DNA-binding motifs. (**a**) CArG-box like DNA-binding motifs identified from PHE1 ChIP-seq data. (**b**) Fraction of PHE1 binding sites (green) that overlap transposable elements (TEs). Overlap is expressed as the percentage of total binding sites for which spatial intersection with features on the y-axis is observed. A set of random binding sites is used as control (blue). This control set was obtained by randomly shuffling the identified PHE1 binding sites within random *A. thaliana* gene promoters (see Materials and methods). P-values were determined using Monte Carlo permutation tests (see Materials and methods). Bars represent ± s.d. (*n =* 2494, for PHE1 binding sites and random binding sites). (**c**) Density of PHE1 DNA-binding motifs in different genomic regions of interest. P-values were determined using χ^2^ tests. (**d**) Fold-change in the expression of genes flanked by RC/Helitron TEs. Fold-change was determined by comparing endosperm and embryo, or by comparing endosperm and seed coat. Genes were divided into four categories depending on their PHE1 target status, and the presence of RC/Helitrons with and without PHE1 DNA-binding motifs. Gene expression data were retrieved from Belmonte et al. (2013). Pre-globular seed stage was used in this analysis. P-values were determined using two-tailed Mann-Whitney tests (*n =* number represented below boxplots).

**Figure 3—figure supplement 1.**
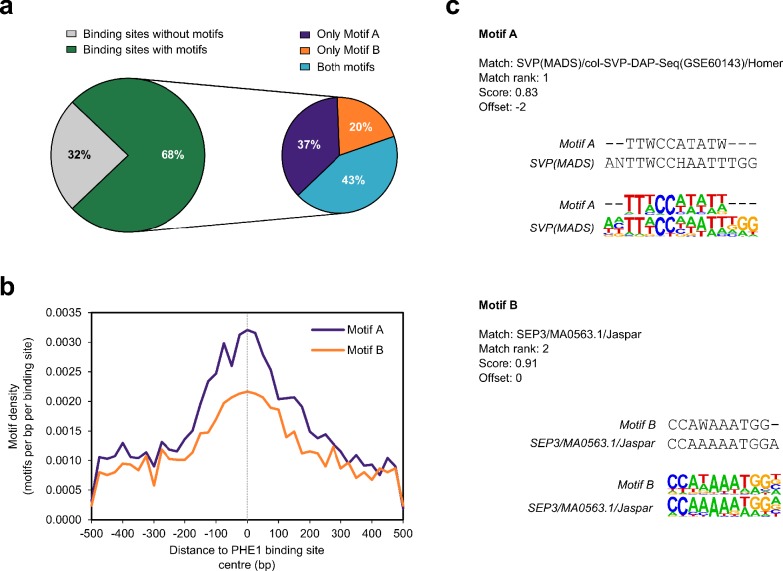
PHE1 DNA-binding motifs show similarity to type II MADS-box CArG-boxes. (**a**) Occurrence of PHE1-binding motifs in PHE1 binding sites. (**b**) Density of PHE1-binding motifs across PHE1 binding sites. (**c**) Alignment between PHE1-binding motifs and known motif matches. Both motifs match with previously characterized type II MADS-box CArG-boxes.

**Figure 3—figure supplement 2.**
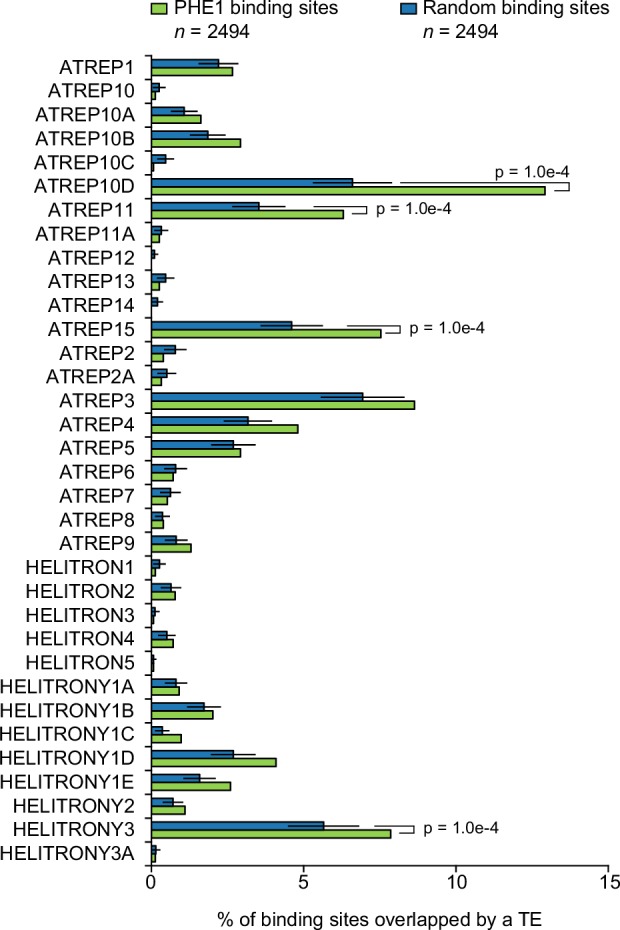
RC/Helitron family overlap with PHE1 binding sites. Fraction of PHE1 binding sites (green) overlapping with different RC/Helitron TE families. Overlap is expressed as the percentage of binding sites where spatial intersection with the families specified on the y-axis is observed. A set of random binding sites is used as control (blue). This control set was obtained by randomly shuffling the identified PHE1 binding sites within *A. thaliana* gene promoters (see Materials and methods). P-values were determined using Monte Carlo permutation tests (see Materials and methods). Bars represent ± s.d., (*n* = 2494, for PHE1 binding sites and random binding sites).

**Figure 3—figure supplement 3.**
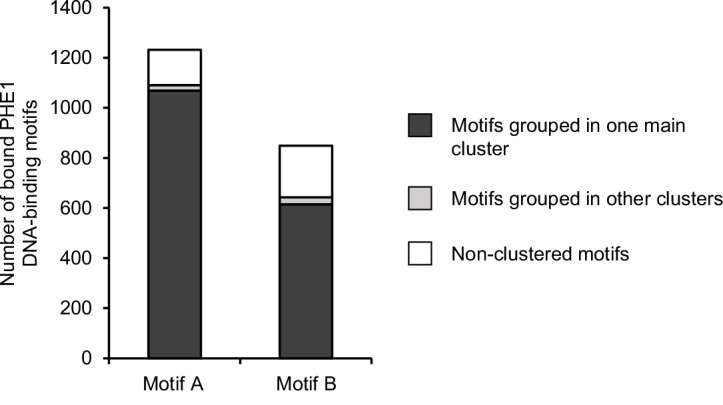
Clustering of bound PHE1 DNA-binding motifs. PHE1-DNA binding motifs and their flanking sequences were paired on the basis of sequence homology. The pairwise homologous sequences were then merged into higher-order clusters, which were based on shared elements in the homologous pairs (see Materials and methods). Motifs are those identified in Figure 3a.

**Figure 3—figure supplement 4.**
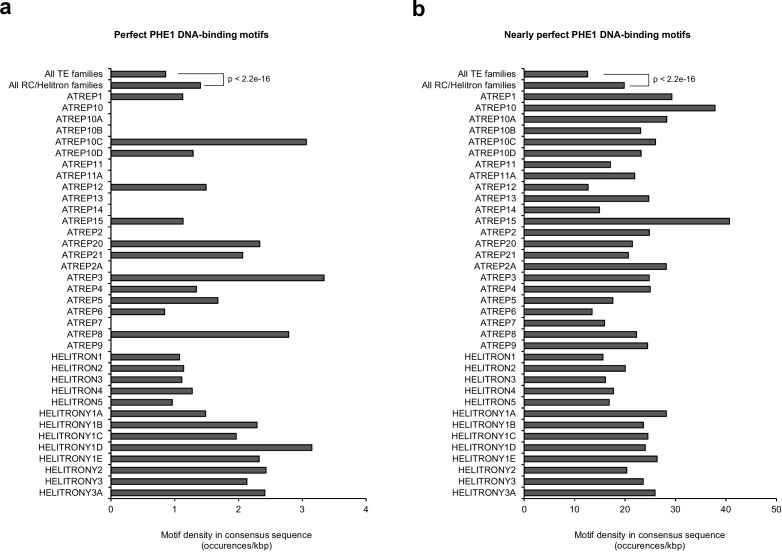
PHE1 DNA-binding motif densities in RC/Helitron consensus sequences. (**a**) Density of perfect PHE1 DNA-binding motifs in the consensus sequences of different RC/Helitron families. Perfect motifs are those described in Figure 3a. As a reference, the density of perfect PHE1 DNA-binding motifs in the consensus sequences of all TE families is shown. (**b**) Density of nearly perfect PHE1 DNA-binding motifs in the consensus sequences of different RC/Helitron families. Nearly perfect motifs are those sequences where only one nucleotide substitution is required to generate a perfect PHE1 DNA-binding motif. As a reference, the density of nearly perfect PHE1 DNA-binding motifs in the consensus sequences of all TE families is shown. P-values were determined using χ^2^ tests.

Strikingly, we observed that PHE1 binding sites significantly overlap with TEs, preferentially with those of the RC/Helitron superfamily (29% in PHE1 binding sites, versus 9% in random binding sites) (Figure 3b), and in particular with some RC/Helitron subfamilies (Figure 3—figure supplement 2). We thus addressed the question of whether RC/Helitrons contain sequence properties that promote PHE1 binding. Indeed, a screen of genomic regions for the presence of PHE1 DNA-binding motifs, revealed significantly higher motif densities within all RC/Helitrons, when compared to other TE superfamilies (Figure 3c). We found that most RC/Helitron sequences associated with PHE1 DNA-binding motifs share sequence homology, and that the majority of them could be grouped into one large cluster on the basis of sequence identity (Figure 3—figure supplement 3). Although the presence of additional smaller clusters points to a few instances of independent gains of PHE1 DNA-binding motifs through de novo mutation or sequence capture, the grouping of most sequences within one cluster suggests that a single ancestral RC/Helitron probably acquired a perfect or nearly perfect motif. Moreover, we could detect the presence of perfect or nearly perfect PHE1 DNA-binding motifs within the consensus sequences of several RC/Helitron families (Figure 3—figure supplement 4), suggesting that the radiation of RC/Helitrons occurred after the acquisition of the binding motif.

Interestingly, even though motif densities were higher in RC/Helitrons that were overlapped by PHE1 binding sites than in non-overlapped RC/Helitrons, this difference was not significant (Figure 3c). As the enrichment of PHE1 DNA-binding motifs is a specific feature of RC/Helitrons, the domestication of these TEs as cis-regulatory regions might facilitate TF binding and the modulation of gene expression. In line with this, we detected that genes that are flanked by RC/Helitrons carrying bound PHE1 DNA-binding motifs were expressed to a greater level in the endosperm than in other seed tissues, and were expressed at levels similar to those of PHE1 targets without flanking RC/Helitrons (Figure 3d). This shows that for a subset of genes, TEs can be effectively used as sites for PHE1 binding, thus triggering the endosperm-specific expression of nearby genes.

### Epigenetic status of imprinted gene promoters conditions PHE1 accessibility in a parent-of-origin- specific manner

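Of the 146 MEGs in Figure 4—source data 1, 14 (9.59%) were among the targets derived from the shared regions, against 4.68% of annotated genes on neither imprinted list (one-sided Fisher's exact test, p = 0.00902). Of the 150 PEGs, 41 (27.3%) were targets (p = 3.08e-20 by the same exact test). With genes expressed in the 6 DAP seeds as the background, 12 of 115 MEGs (10.4%) were targets against 7.59% of the other genes (exact p = 0.164), so the enrichment of MEGs no longer passed the threshold. For PEGs, this background gave 28.3% against 7.59% (exact p = 1.37e-13). With the peaks of replicate 2 alone, the share targeted was 15.8% of MEGs and 46.7% of PEGs, against 9.09% of the other genes. With those of replicate 1 alone it was 12.3% and 27.3%, against 5.26%.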

We detected a significant enrichment of imprinted genes among the PHE1 target genes, with 9% of all maternally expressed genes (MEGs) and 27% of all paternally expressed genes (PEGs) being targeted (Figure 4a, Figure 4—source data 1). Given the significant overrepresentation of imprinted genes among PHE1 targets, we assessed how the epigenetic landscape at those loci correlates with DNA-binding by PHE1. We surveyed levels of endosperm H3K27me3 within PHE1-binding sites and identified two distinct clusters (Figure 4b). Cluster 1 was characterized by an accumulation of H3K27me3 in regions flanking the center of the binding site, whereas the center itself was devoid of this mark. This pattern of distribution was maintained when taking into consideration the strand location of the gene associated with the binding site, revealing that binding of PHE1 at these sites occurs in an H3K27me3-depleted island (Figure 4—figure supplement 1). Cluster 2, on the other hand, contained binding sites that are largely devoid of H3K27me3. The distribution of H3K27me3 in cluster 1 was mostly attributed to the deposition of H3K27me3 on the maternal alleles, whereas the paternal alleles were devoid of this mark (Figure 4c) — a pattern usually associated with PEGs (Moreno-Romero et al., 2016). Consistently, genes that are associated with cluster 1 binding sites had more paternally biased expression in the endosperm when compared to genes associated with cluster 2 (Figure 4—figure supplement 2a). This is reflected by the association of more PEGs and putative PEGs with cluster 1 (Figure 4—figure supplement 2b). We also identified parental-specific differences in DNA methylation, specifically in the CG context: PHE1-binding sites that were associated with MEGs had significantly higher methylation levels in paternal alleles than in maternal alleles (Figure 4d).

**Figure 4.**
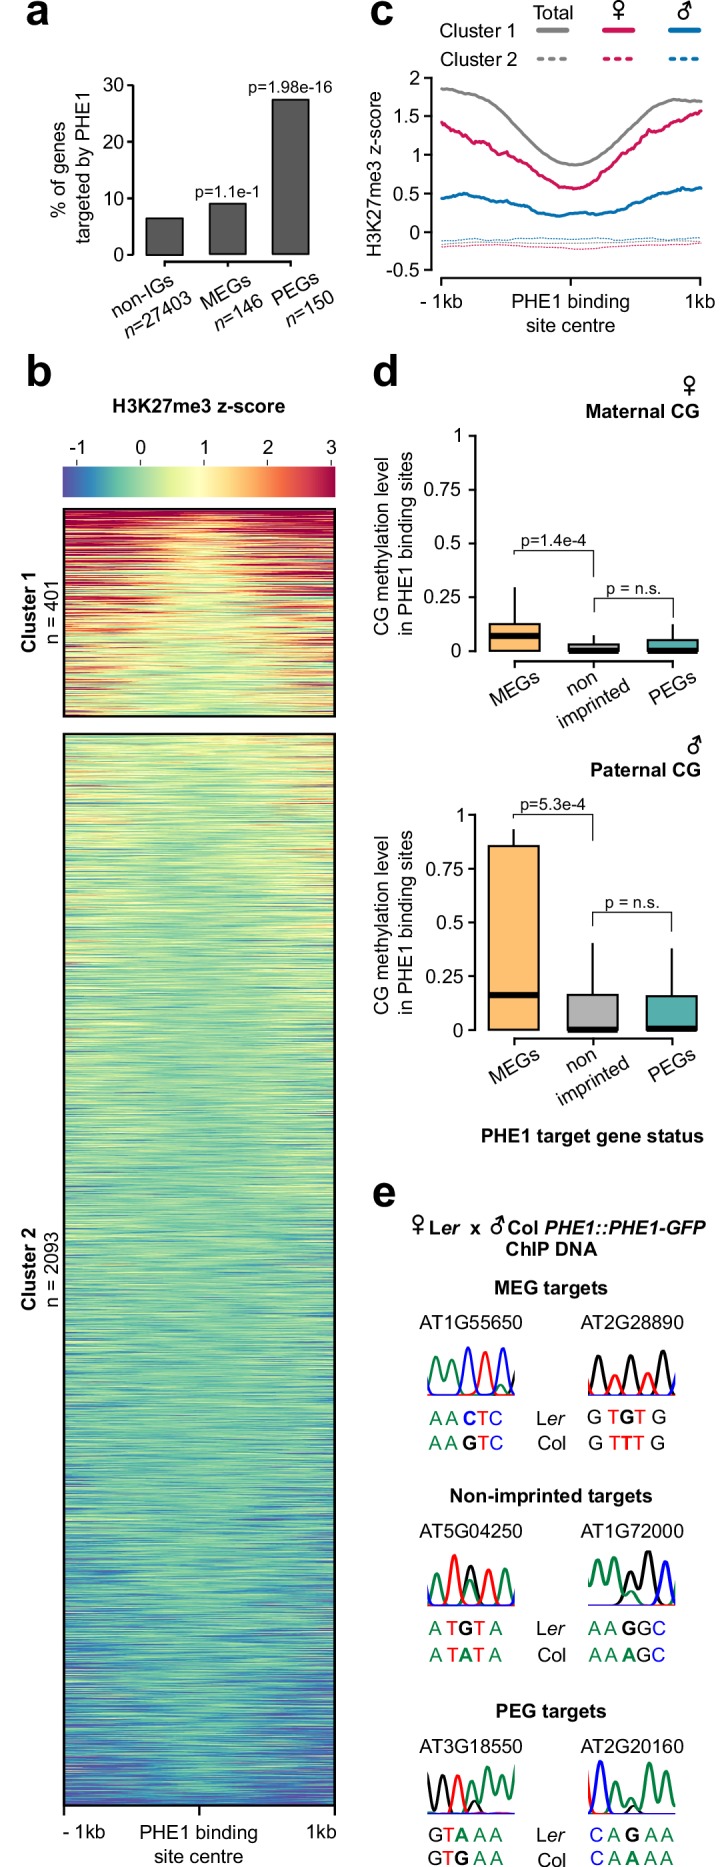
Parental asymmetry of epigenetic marks in imprinted gene promoters conditions PHE1 binding. (**a**) Fraction of non-imprinted and published imprinted genes targeted by PHE1. P-values were determined using the hypergeometric test. The list of published imprinted genes used for this analysis is detailed in Figure 4—source data 1. (**b**) Heatmap of endosperm H3K27me3 distribution along PHE1-binding sites. Each horizontal line represents one binding site. Clusters were defined on the basis of the pattern of H3K27me3 distribution (see Materials and methods) (**c**) Metagene plot of average maternal (♀, pink), paternal (♂, blue) and total (grey) endosperm H3K27me3 marks along PHE1 binding sites. (**d**) CG methylation levels in maternal (♀, upper panel) and paternal (♂, lower panel) alleles of PHE1 binding sites associated with MEGs (yellow), PEGs (green) and non-imprinted (grey) PHE1 targets. P-values were determined using two-tailed Mann-Whitney tests. (**e**) Sanger sequencing of imprinted and non-imprinted gene promoters bound by PHE1. SNPs for maternal (L*er*) and paternal (Col) alleles are shown (*n =* 1 biological replicate). Maternal:total read ratios for imprinted genes are as follows: AT1G55650 – 1.0; AT2G28890 – 0.97; AT3G18550 – 0.44; and AT2G20160 – 0.32. Figure 4—source data 1.List of imprinted genes used in this study.

**Figure 4—figure supplement 1.**
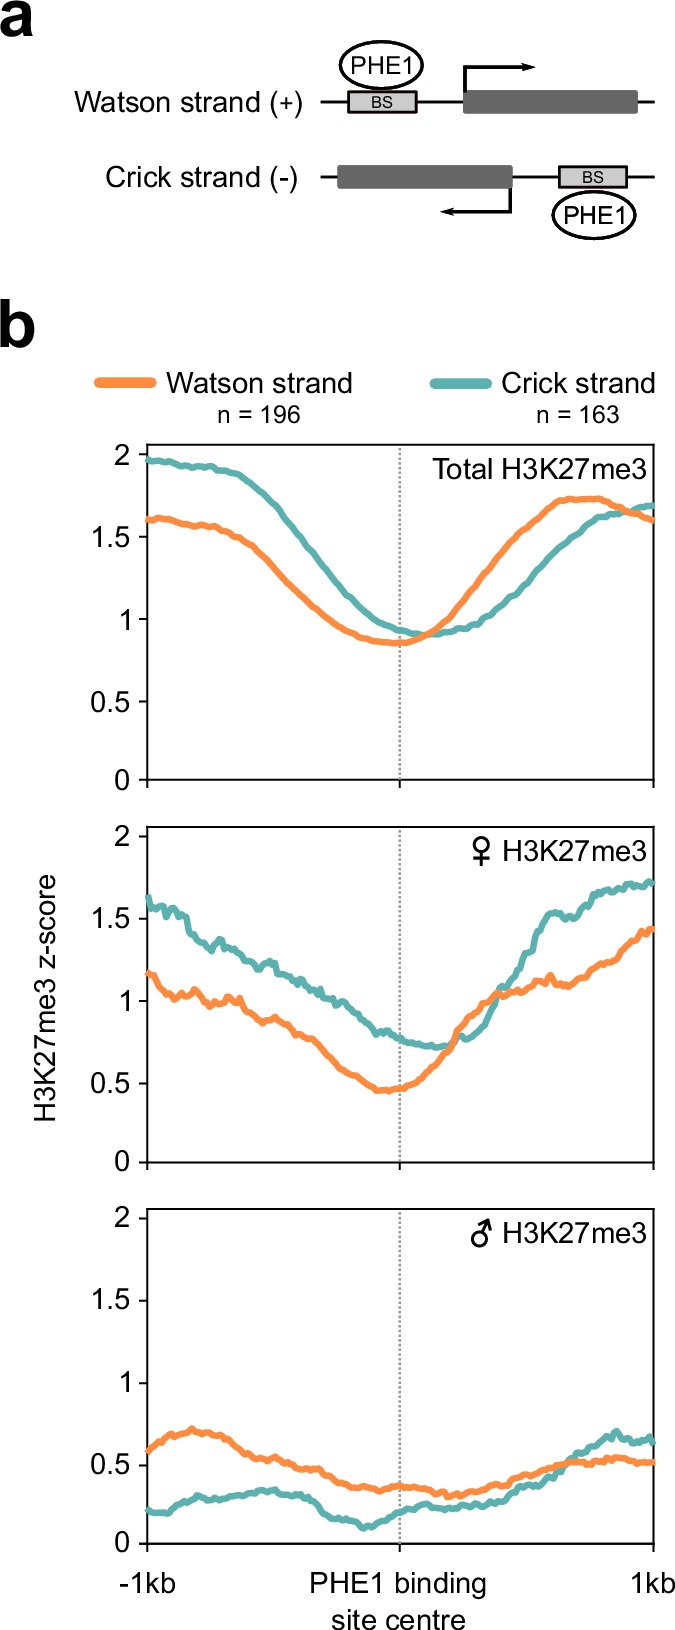
Directionality of H3K27me3 distribution in Cluster 1 binding sites. (**a**) Binding sites and their respective target genes can be present in the Watson (+) or Crick (–) strand of DNA. (**b**) Metagene plots of H3K27me3 distribution in PHE1binding sites associated with target genes located in the Watson (orange line) or Crick strands (blue lines). For this analysis, only H3K27me3 distributions in PHE1-binding sites associated with Cluster 1 were considered (Figure 4b). Total, maternal, and paternal H3K27me3 is represented in the top, middle, and bottom panels, respectively.

**Figure 4—figure supplement 2.**
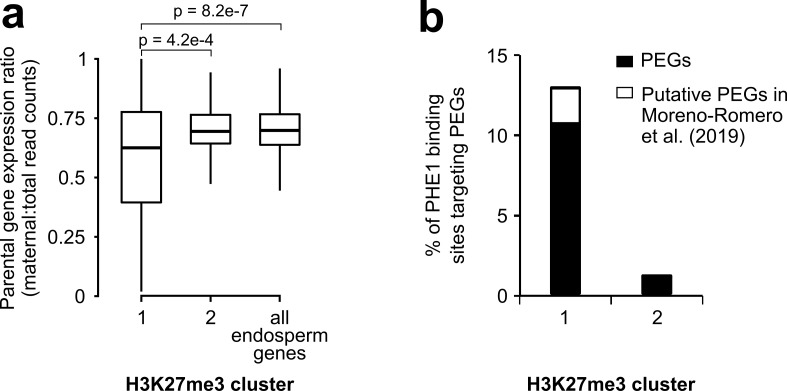
Characterization of H3K27me3 clusters. (**a**) Parental gene expression ratio of PHE1 targets associated with Cluster 1 and Cluster 2 binding sites, and all endosperm expressed genes. P-values were determined using two-tailed Mann-Whitney tests. (**b**) Fraction of Cluster 1 and Cluster 2 binding sites that target PEGs (Figure 4—source data 1) and putative PEGs (Moreno-Romero et al., 2019). (**a, b**) H3K27me3 clusters are those defined in Figure 4b.

**Figure 4—figure supplement 3.**
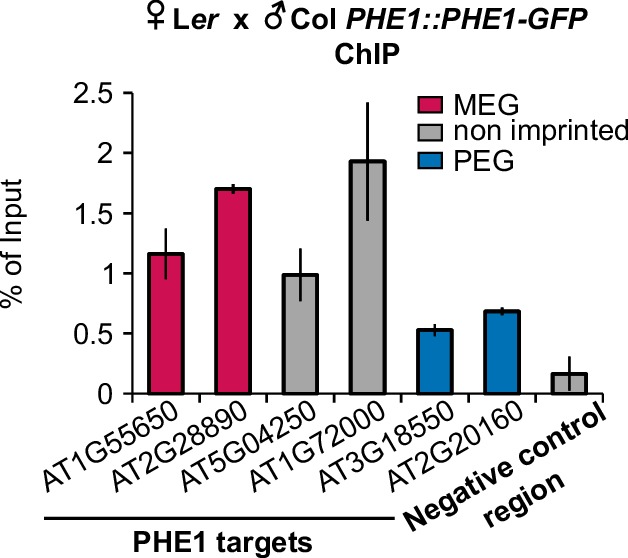
Parental-specific PHE1 ChIP. qPCR of purified ChIP-DNA. Enrichment is shown as % of input DNA, in regions associated with MEGs (pink), PEGs (blue), and non-imprinted (grey) PHE1 target genes. Bars represent ± s.d. Data from one representative biological replicate are shown (*n =* 2 biological replicates).

We hypothesized that the differential parental deposition of epigenetic marks in parental alleles of PHE1 binding sites can result in the differential accessibility of each allele. This might impact the binding of PHE1, and therefore also impact transcription in a parent-of-origin-specific manner. To test this, we performed ChIP using a L*er* maternal plant and a Col *PHE1::PHE1–GFP* pollen donor, taking advantage of single nucleotide polymorphisms (SNPs) between these two accessions to discern parental preferences of PHE1 binding. Using Sanger sequencing, we determined the parental origin of enriched ChIP-DNA in MEG, non-imprinted, and PEG targets (Figure 4e, Figure 4—figure supplement 3). Although binding of PHE1 was biallelic in non-imprinted targets (Figure 4e), only maternal binding was detected in the tested MEG targets (Figure 4e), supporting the idea that CG hypermethylation of paternal alleles prevents their binding by PHE1. Interestingly, we observed biallelic binding in PEG targets (Figure 4e). Even though the maternal PHE1 binding sites in PEGs were flanked by H3K27me3 (Figure 4b–c), correlating with the transcriptional repression of maternal alleles, the absence of this mark within the binding site centers seems to be permissive for maternal PHE1 binding.

### Insertion of transposable elements carrying PHE1 DNA-binding motifs correlates with gain of imprinting

Previous studies have shown that PEGs are often flanked by RC/Helitrons (Hatorangan et al., 2016; Pignatta et al., 2014; Wolff et al., 2011), a phenomenon that has been suggested to lead to the parental asymmetry of epigenetic marks in these genes (Moreno-Romero et al., 2016; Pignatta et al., 2014). Consistent with our finding that PHE1 binding sites overlapped with RC/Helitrons (Figure 3b), we found that PHE1 DNA-binding motifs were contained within these TEs significantly more frequently in PEGs than in non-imprinted genes (Figure 5—figure supplement 1). Furthermore, we detected the presence of homologous RC/Helitrons containing PHE1 binding motifs in the promoter regions of several PHE1-targeted PEG orthologs (Figure 5a–e, Figure 5—figure supplement 2), indicating ancestral insertion events. The presence of these RC/Helitrons correlated with paternally biased expression of the associated orthologs, providing further support to the hypothesis that these TEs contribute to the gain of imprinting, especially of PEGs.

**Figure 5.**
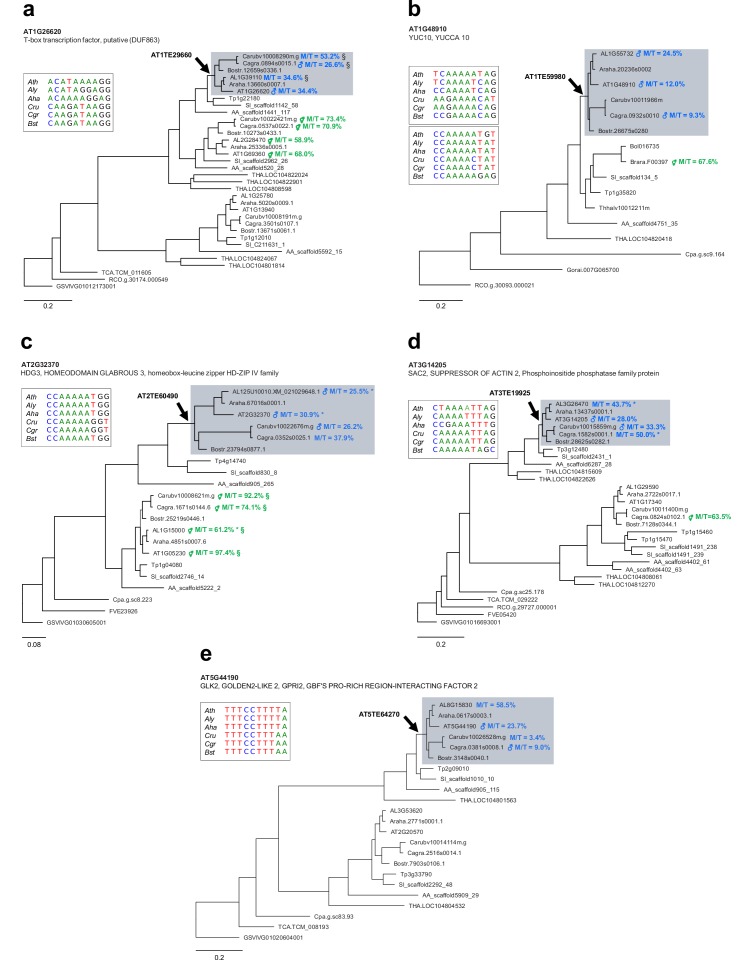
Ancestral RC/Helitron insertions are associated with gain of imprinting in the Brassicaceae. (**a–e**) Phylogenetic analyses of PHE1-targeted PEGs and their homologs. Each panel represents a distinct target gene and its corresponding homologs in different species. The genes shown on a grey background have homologous RC/Helitron sequences in their promoter region. The arrow indicates the putative insertion of an ancestral RC/Helitron. The identity of the RC/Helitron identified in *A. thaliana* is indicated. These *A. thaliana* RC/Helitrons contain a PHE1 DNA-binding motif and are associated with a PHE1 binding site. The inset boxes represent the alignment between the *A. thaliana* PHE1 DNA-binding motif and similar DNA motifs contained in RC/Helitrons that are present in the promoter regions of orthologous genes. When available, the imprinting status of a given gene is indicated by the presence of ♂ (PEG) or ⚥ (non-imprinted), and reflects the original imprinting analyses done in the source publications (see Materials and methods). The maternal:total read ratio (M/T) for each gene is also indicated. §: potential contamination from maternal tissue. *: accession-biased expression. The scale bars represent the frequency of substitutions per site for the ML tree. The tree is unrooted. Gene identifier nomenclatures: AT, *Arabidopsis thaliana*; AL, *Arabidopsis lyrata*; Araha, *Arabidopsis halleri*; Bostr, *Boechera stricta*; Carubv, *Capsella rubella*; Cagra, *Capsella grandiflora*; Tp, *Schrenkiella parvula*; SI, *Sisymbrium irio*; Bol, *Brassica oleracea*; Brapa, *Brassica rapa*; Thhalv, *Eutrema salsugineum*; AA, *Aethionema arabicum*; THA, *Tarenaya hassleriana*; Cpa, *Carica papaya*; TCA, *Theobroma cacao*; Gorai, *Gossypium raimondii*; RCO, *Ricinus communis*; FVE, *Fragaria vesca*; and GSVIVG, *Vitis vinifera*.

**Figure 5—figure supplement 1.**
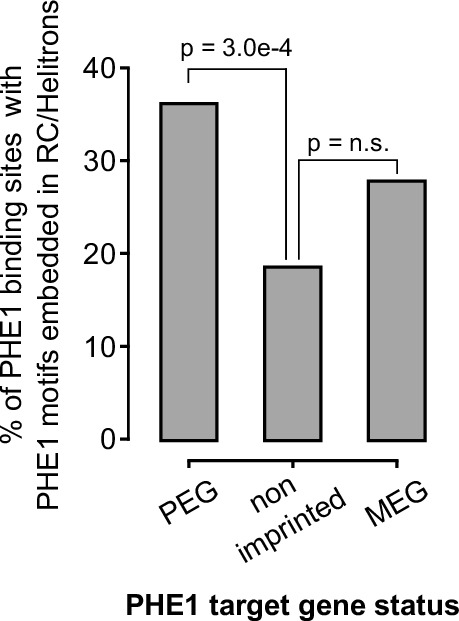
RC/Helitrons carrying PHE1 DNA-binding motifs are more prevalent in PEGs. Fraction of PHE1 binding sites targeting MEGs, PEGs, or non-imprinted genes where a spatial overlap between a RC/Helitron and a PHE1 DNA-binding motif is observed. P-values were determined using the hypergeometric test.

**Figure 5—figure supplement 2.**
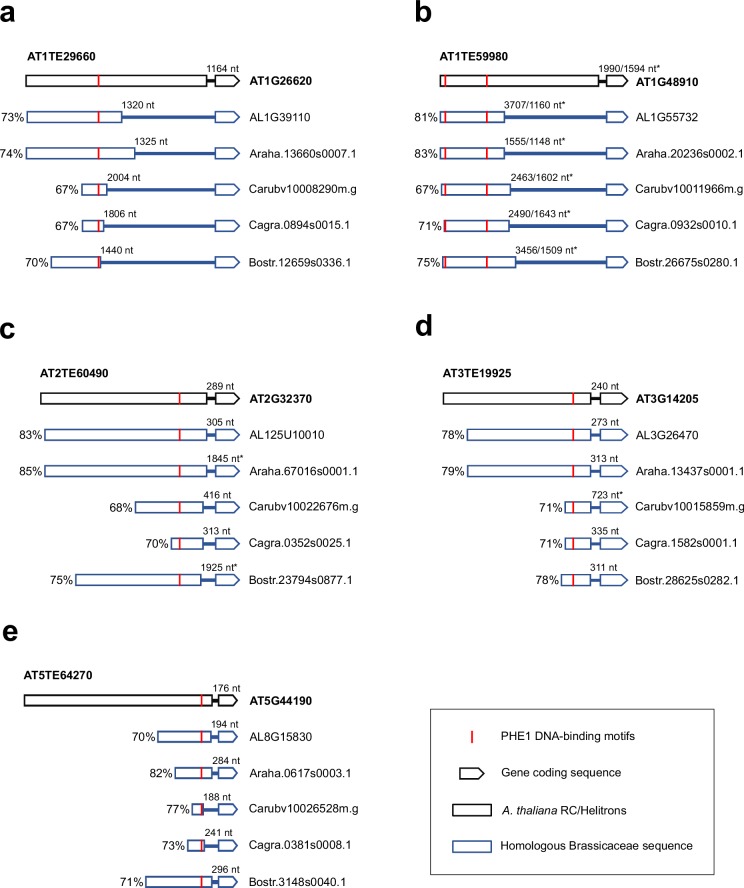
Analysis of PHE1-targeted PEG orthologs and upstream RC/Helitron sequences within Brassicaceae. Alignments between *A. thaliana* RC/Helitrons associated with PEGs (Figure 5a–e) and homologous sequences in other Brassicaceae, where the putative homologous PHE1 DNA-binding motifs are present across all six species. For each aligned fragment, the percent sequence identity is indicated. The distances between the binding motifs and the TSS of PEGs are labelled. *, the distance to the TSS, in cases where the annotation for the 5′-UTR of the gene is not available.

### PHE1 establishes triploid seed inviability of paternal excess crosses

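*ADM* (AT4G11940) lies on chromosome 4 of TAIR10 from 7168173 to 7168967, and its shared region from 7167564 to 7167986 was centred at -398 bp from the TSS. At *SUVH7* (AT1G17770, chromosome 1, 6120741 to 6122822), the shared region of 527 bp from 6119496 to 6120022 was centred at -982 bp. The region at *NRPD1a* (AT1G63020, chromosome 1, 23354685 to 23362589, reverse strand) spanned 288 bp, from 23362626 to 23362913, and was centred at -180 bp. Upstream of *PEG2* (AT1G49290, chromosome 1, 18232407 to 18233680, reverse strand), a shared region from 18234059 to 18234311 was centred at -505 bp from its TSS. The same region was centred at -494 bp from the TSS of AT1G49300, to which the nearest-TSS rule assigned it. The wider peak of replicate 2, from 18233724 to 18234457, was centred nearest to *PEG2*, at -410 bp.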

Among the PEGs that were targeted by PHE1 were *ADM*, *SUVH7*, *PEG2,* and *NRPD1a* (Table 3). Mutants in all four PEGs suppress the abortion of 3x seeds generated by paternal excess interploidy crosses (Martinez et al., 2018; Satyaki and Gehring, 2019; Wolff et al., 2015). Furthermore, we found that between 40% and 50% of highly upregulated genes in 3x seeds are targeted by PHE1 (Figure 6a), suggesting that this TF might play a central role in mediating the strong gene deregulation observed in these seeds. If this is true, removal of PHE1 in paternal excess 3x seeds is expected to suppress their inviability. Indeed, although wt and *phe2* maternal plants pollinated with *osd1* pollen form 3x seeds that abort at high frequency (Kradolfer et al., 2013), *phe1 phe2 osd1* pollen strongly suppresses 3x seed inviability (Figure 6b, Figure 6—figure supplement 1a). This is also reflected by the increased germination of 3x *phe1 phe2* seeds (Figure 6c, Figure 6—figure supplement 1b), and this phenotype could be reverted by introducing the *PHE1::PHE1–GFP* transgene paternally (Figure 6b–c, Figure 6—figure supplement 1a–b). Notably, 3x seed rescue was mostly mediated by *phe1*, as the presence of a wt *PHE2* allele in 3x seeds (wt x *phe1 phe2 osd1*) led to rescue levels that were comparable to those seen when no wt *PHE2* allele was present (*phe2* x *phe1 phe2 osd1*) (Figure 6b–c, Figure 6—figure supplement 1a–b). Importantly, *phe1*-mediated 3x seed rescue was accompanied by reestablishment of endosperm cellularization (Figure 6—figure supplement 1c–d).

**Figure 6.**
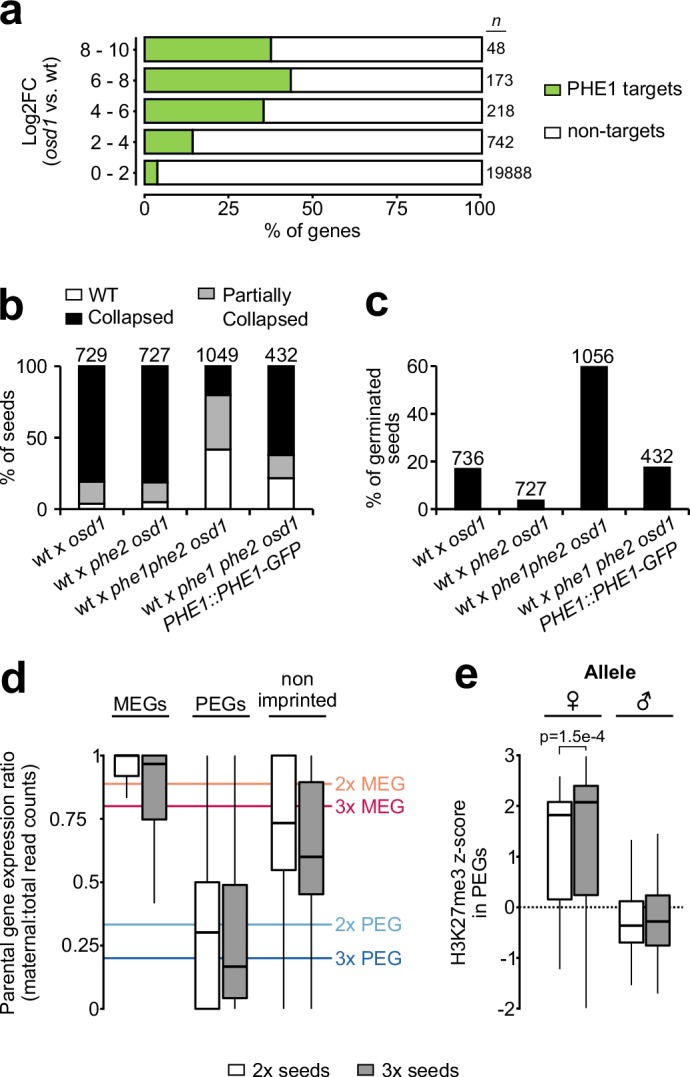
PHE1 establishes 3x seed inviability of paternal excess crosses. (**a**) Target status of upregulated genes in paternal excess crosses. Highly upregulated genes in 3x seeds are more often targeted by PHE1 (p<2.2e–16, χ^2^ test). *n =* numbers on the left. (**b, c**) Seed inviability phenotype (**b**) of paternal excess crosses in wild-type (wt), *phe1 phe2*, and *phe1* complementation lines, with their respective seed germination rates (**c**). The maternal parent is always indicated first. Remaining control crosses are shown in Figure 6—figure supplement 1a–b. *n =* numbers on top of bars (seeds). (**d**) Parental expression ratio of imprinted genes in the endosperm of 2x (white) and 3x seeds (grey). Solid lines indicate the ratio thresholds for the definition of MEGs and PEGs in 2x and 3x seeds. (**e**) Accumulation of H3K27me3 across maternal (♀) and paternal (♂) gene bodies of PEGs in the endosperm of 2x and 3x seeds (white and grey, respectively). H3K27me3 accumulation in MEGs and non-imprinted genes is shown in Figure 6—figure supplement 2. P-value was determined using a two-tailed Mann-Whitney test.

**Figure 6—figure supplement 1.**
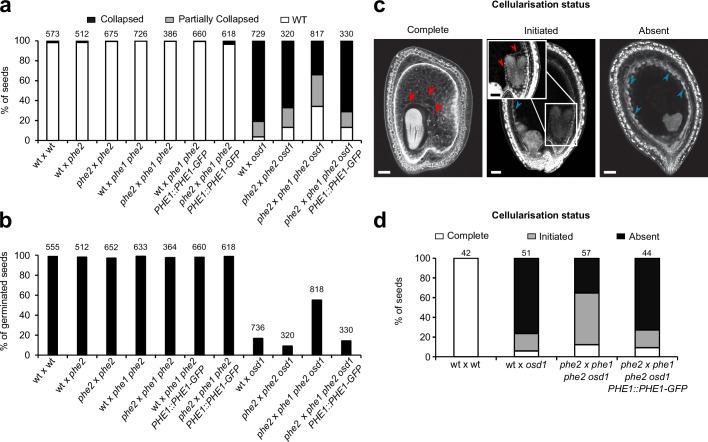
Rescue of 3x seed inviability in *phe1 phe2*. (**a, b**) Seed inviability phenotype of wild-type (wt) and paternal excess crosses in wt, *phe1 phe2*, and *phe1* complementation lines (a), with respective seed germination rates (**b**). (**c, d**) Status of endosperm cellularization in wt and paternal excess seeds. (**a, b, d**) *n =* numbers on top of bars (seeds).

**Figure 6—figure supplement 2.**
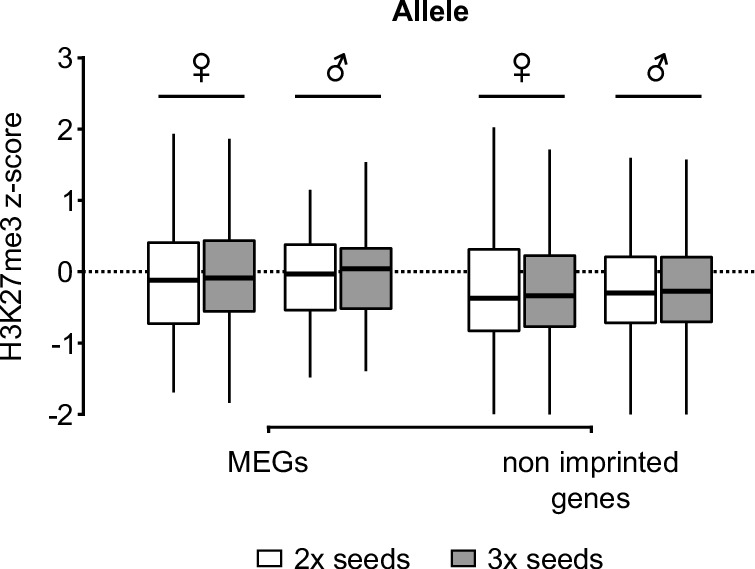
Distribution of H3K27me3 in 2x and 3x seeds. Accumulation of H3K27me3 in maternal (♀) and paternal (♂) gene bodies of MEGs and non-imprinted genes in the endosperm of 2x and 3x seeds (white and grey, respectively).

### Imprinted gene deregulation in triploid seeds is not accompanied by a breakdown of imprinting

Loss of FIS-PRC2 function causes a phenotype similar to that of paternal excess 3x seeds, correlating with largely overlapping sets of deregulated genes, notably PEGs (Erilova et al., 2009; Tiwari et al., 2010). As FIS-PRC2 is a major regulator of PEGs in the *Arabidopsis* endosperm (Moreno-Romero et al., 2016), we addressed the question of whether imprinting is disrupted in 3x seeds. To assess this, we analyzed the parental expression ratio of imprinted genes in the endosperm of 2x and 3x seeds. Surprisingly, imprinting was not disrupted in 3x seeds (Figure 6d). To confirm that maintenance of imprinting in 3x seeds is explained by maintenance of the underlying epigenetic marks, we generated parental-specific H3K27me3 profiles of 2x and 3x seed endosperm (Table 4). Consistent with the observed maintenance of imprinting, we detected similar H3K27me3 levels on the maternal alleles of PEGs in 2x and 3x seeds (Figure 6e, Figure 6—figure supplement 2). Collectively, these data show that the major upregulation of PEG expression in 3x seeds is due to increased transcription of the active allele, probably mediated by PHE1 and other MADS-box TFs, with maintenance of the imprinting status.

**Table 4.** H3K27me3 ChIP-seq read mapping and purity information.

Sample	No. trimmed reads	% of mapped reads	No. of L*er* reads	No. of Col reads	Purity (%)
L*er* x Col 4x	30,337,933	68.3	1,844,412	1,563,394	95.7
Replicate 1 Input					
L*er* x Col 4x	22,644,505	73.3	1,439,255	1,211,446	
Replicate 1 H3 ChIP					
L*er* x Col 4x	27,448,642	61.5	1,214,486	681,823	
Replicate 1 H3K27me3 ChIP					
L*er* x Col 4x	40,500,367	66.4	2,720,117	2,483,912	97.7
Replicate 2 Input					
L*er* x Col 4x	32,322,049	71.9	2,304,635	2,068,612	
Replicate 2 H3 ChIP					
L*er* x Col 4x	34,978,215	63	2,681,981	1,636,717	
Replicate 2 H3K27me3 ChIP					

The purity of INTACT-extracted endosperm nuclei is indicated in the last column and was calculated as described in Moreno-Romero et al. (2017).

## Discussion

### Functional role of PHE1 during endosperm development

*PHE1* is expressed during the early stages of seed development, immediately after fertilization, and until the onset of endosperm cellularization. The initial stages of endosperm development are characterised by a rapid proliferation that is accompanied by import of resources to this tissue (Hill et al., 2003; Mansfield and Briarty, 1990; Morley-Smith et al., 2008). Upon cellularization, these resources are hypothesized to be transferred to the embryo, correlating with rapid growth and the accumulation of storage products in this structure (Baud et al., 2008; Hehenberger et al., 2012; Hill et al., 2003). Remarkably, we found that genes that are required for endosperm proliferation and growth, such as *YUC10* (Figueiredo et al., 2015)*, IKU2* (Garcia et al., 2003; Luo et al., 2005), and *MINI3* (Luo et al., 2005) are under transcriptional control of PHE1. As *PHE1* is imprinted and paternally expressed (Köhler et al., 2005), proliferation of the endosperm becomes dependent on the presence of the paternal genome, which allows the fertilization event to be coupled with the onset of endosperm growth. Besides being relevant for endosperm proliferation, PHE1 might also have an important role in resource accumulation in preparation for cellularization, because genes that are related to metabolic processes, such as carbohydrate transport and triglyceride biosynthesis, were found to be enriched among PHE1 targets.

The control of both endosperm proliferation and resource accumulation by PHE1 suggests that type I MADS-box TFs might have a central role in establishing essential transcriptional networks that facilitate endosperm development. Besides PHE1, many other type I MADS-box TFs are expressed in the endosperm (Bemer et al., 2010), and probably act as heterodimers (de Folter et al., 2005). Similarly to the function of type II MADS-box TFs in the determination of flower morphology (Chen et al., 2018; Smaczniak et al., 2017; Theissen and Saedler, 2001), different type I MADS-box heterodimers could be able to control distinct sets of genes during endosperm development. Furthermore, different stages of endosperm development could be characterized by the activity of different heterodimers. Therefore, a deeper analysis of the expression and interaction dynamics of type I MADS-box TFs might reveal that this family has a role in endosperm development that is broader than that uncovered here for PHE1.

### Deregulated expression of type I MADS-box transcription factors establishes hybridization barriers

Normal endosperm development is associated with decreased expression of a subset of type I MADS-box genes, including* PHE*, preceding the onset of cellularization (Erilova et al., 2009; Lu et al., 2012; Schatlowski and Köhler, 2012; Stoute et al., 2012; Tiwari et al., 2010; Walia et al., 2009). This has led to the suggestion that these TFs are negative regulators of endosperm cellularization, although the molecular mechanism behind these observations has remained elusive. Our observation that PHE1 controls the expression of a large fraction of deregulated genes in interploidy hybridization seeds, in which cellularization is disturbed, provides an explanation for why the onset of endosperm cellularization is correlated with the expression of *PHE1*. Because *PHE1* expression is increased in the endosperm of paternal excess crosses, the expression of PHE targets is probably similarly affected. In the specific case of the target gene *YUC10*, this leads to prolonged auxin biosynthesis and to the overaccumulation of this hormone in the endosperm, which has been previously shown to prevent the onset of cellularization (Batista et al., 2019). Therefore, successful and adequately timed endosperm cellularization probably requires a specific pattern of expression of type I MADS-box genes, as well as a balanced stoichiometry between members of different MADS-box protein complexes.

Interploidy and interspecies hybridizations can easily change the expression and stoichiometry of MADS-box TFs, for example by having distinct numbers of gene copies, or through differences in gene regulation between parents, such as variations in imprinting patterns (Dilkes and Comai, 2004). Therefore, it is possible that type I MADS-box TFs can function as sensors of parental compatibility in the endosperm: i) these TFs show expression differences upon interploidy/interspecies hybridization (Erilova et al., 2009; Lu et al., 2012; Schatlowski and Köhler, 2012; Stoute et al., 2012; Tiwari et al., 2010; Walia et al., 2009); and ii) as exemplified here by PHE1, they are able to engage pathways that enforce seed abortion when compatibility between parents is not present. Dissecting the factors governing expression of type I MADS-box TFs will be an important future step in better understanding the regulatory mechanisms triggering endosperm-based reproductive barriers.

### PHE1 regulates imprinted genes

Here, we report that many imprinted genes are targets of PHE1. Interestingly, we observed that binding of PHE1 to maternal and paternal alleles of some of these genes is conditioned by the epigenetic status of the alleles. The accumulation of DNA methylation near the TSS region has been reported to have a negative effect on gene expression (Niederhuth et al., 2016). In line with this, DNA methylation was shown to impair the binding of a wide range of plant TFs (O'Malley et al., 2016). Our observation that CG methylation restricts the binding of PHE1 to the paternal alleles of the tested MEGs is similar to observations made on the mammalian *Peg3* gene, where the TF YY1 shows methylation-dependent binding (Kim, 2003). Thus, our data reveal that in plants, as in animals, parental asymmetries of DNA methylation at *cis*-regulatory regions can lead to parent-of-origin-specific expression patterns (Figure 7).

**Figure 7.**
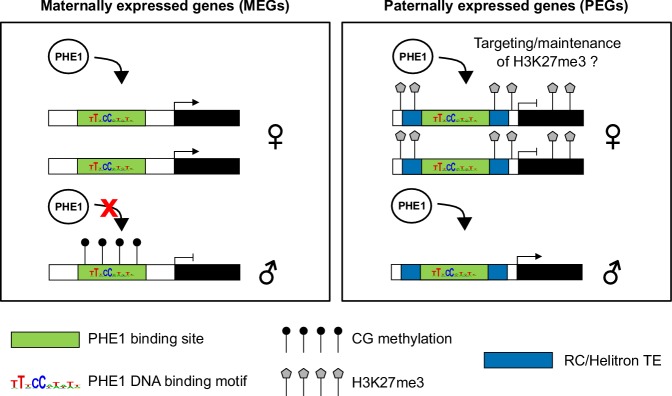
Control of imprinted gene expression by PHE1. Schematic model of imprinted gene control by PHE1. Maternally expressed genes (left panel) show DNA hypermethylation of paternal (♂) PHE1 binding sites. This precludes PHE1 accessibility to paternal alleles, leading to predominant binding and transcription from maternal (♀) alleles. In paternally expressed genes (right panel), RC/Helitrons found in flanking regions carry PHE1 DNA-binding motifs, allowing PHE1 binding. The paternal PHE1 binding site is devoid of repressive H3K27me3, facilitating the binding of PHE1 and transcription of this allele. H3K27me3 accumulates at the flanks of maternal PHE1 binding sites, whereas the binding sites remain devoid of this repressive mark. PHE1 is able to bind maternal alleles, but fails to induce transcription. We hypothesize that the accessibility of maternal PHE1binding sites might be important for deposition of H3K27me3 during central cell development (possibly by another type I MADS-box transcription factor). It may also be required for the maintenance of H3K27me3 during endosperm proliferation.

Surprisingly, for PEG targets, PHE1 binding was detected not only on the expressed paternal allele, but also on the transcriptionally inactive maternal alleles, probably enabled by an H3K27me3-depleted island in these alleles. We speculate that this island could be important for PHE1-mediated recruitment of PRC2 complexes in the endosperm and, consequently, for the maintenance of H3K27me3 levels during its proliferation (Figure 7). This hypothesis is supported by the findings that plant PRC2 can be recruited by different families of TFs (Xiao et al., 2017; Zhou et al., 2018), and that the presence of *cis-r*egulatory features such as Polycomb response elements is essential for maintenance of H3K27me3 upon cell division (Coleman and Struhl, 2017; Laprell et al., 2017). The recruitment of this epigenetic mark at imprinted loci takes place in the central cell, and is faithfully inherited in the endosperm after fertilization (Gehring, 2013; Rodrigues and Zilberman, 2015). Given that MADS-box DNA-binding motifs can be shared between different MADS-box TFs (Aerts et al., 2018), it is tempting to speculate that the PHE1 binding sites that are present at PEG loci could be shared by a central cell-specific MADS-box TF, and used to initiate PRC2 recruitment to these regions; nevertheless, this hypothesis remains to be tested formally.

### RC/Helitrons distribute PHE1 binding sites and generate novel transcriptional networks

Our work establishes a novel role for RC/Helitrons in the regulation of gene expression by showing that these TEs contain PHE1 binding sites. Our data favor a scenario in which these elements have been domesticated to function as providers of *cis*-regulatory sequences that facilitate transcription. Insertion of these elements can contribute to the generation of novel gene promoters that ensure the timely expression of nearby genes in the endosperm, controlled by PHE1 and possibly by other type I MADS-box TFs. We show that genes that are controlled by PHE1 are involved in key developmental pathways, such as endosperm proliferation and cellularization, with many of them being PEGs. Given our observation that RC/Helitrons carry PHE DNA-binding motifs, and that these TEs have been previously shown to be associated with PEGs (Hatorangan et al., 2016; Pignatta et al., 2014; Wolff et al., 2011), we propose a dual role for these elements in imprinting. Besides promoting the establishment of epigenetic modifications that are conducive to imprinting (Gehring, 2013; Rodrigues and Zilberman, 2015), they can also contribute to the transcriptional activation of these genes in the endosperm by carrying type I MADS-box TF binding sites. Future work will be required to validate this model and to evaluate the magnitude of its impact in the generation of imprinted expression across different plant species.

Binding sites for type II MADS-box TFs, as well as for E2F TFs, have been shown to be amplified by TEs (Hénaff et al., 2014; Muiño et al., 2016). These results, together with our study, provide examples of the TE-mediated distribution of TF binding sites throughout flowering plant genomes, adding support to the long-standing idea that transposition facilitates the formation of *cis*-regulatory architectures that are required to control complex biological processes (Britten and Davidson, 1971; Feschotte, 2008; Hirsch and Springer, 2017). We speculate that this process may have contributed to endosperm evolution by allowing the recruitment of crucial developmental genes into a single transcriptional network, regulated by type I MADS-box TFs. The diversification of the mammalian placenta has been connected with the dispersal of hundreds of placenta-specific enhancers by endogenous retroviruses (Chuong et al., 2013; Dunn-Fletcher et al., 2018), suggesting that TE-mediated distribution of regulatory sequences has been relevant both for the evolution of the endosperm in flowering plants and for the evolution of the mammalian placenta.

In summary, this work reveals that the type I MADS-box TF PHE1 is a major regulator of imprinted genes and other genes required for endosperm development. The transcriptional control of these genes by PHE1 has been facilitated by RC/Helitron TEs, which amplify PHE1 DNA-binding sequences. Finally, we show how PHE1 can establish endosperm-based reproductive barriers, emphasizing a key role of type I MADS-box TFs in this process.

## Materials and methods

### Plant material and growth conditions

*Arabidopsis thaliana* seeds were sterilized in a closed vessel containing chlorine gas for 3 hr. Chlorine gas was produced by mixing 3 mL HCl 37% and 100 mL of 100% commercial bleach. Sterile seeds were plated in ½ MS-medium (0.43% MS salts, 0.8% Bacto Agar, 0.19% MES hydrate) supplemented with 1% sucrose. When required, the medium was supplemented with appropriate antibiotics. Seeds were stratified for 48 hr, at 4°C, in darkness. Plates containing stratified seeds were transferred to a long-day growth chamber (16 hr light/8 hr dark; 110 μmol s^−1^m^−2^; 21°C; 70% humidity), where seedlings grew for 10 days. After this period, the seedlings were transferred to soil and placed in a long-day growth chamber.

Several mutant lines used in this study have been previously described: *osd1-1* (d'Erfurth et al., 2009), *osd1-3* (Heyman et al., 2011) and *pi-1* (Goto and Meyerowitz, 1994). The *phe2* allele corresponds to a T-DNA insertion mutant (SALK_105945). Phenotypical analysis of this mutant revealed no deviant phenotype relative to Col wt plants (data not shown). Genotyping of *phe2* was done using the following primers (PHE2 fw 5′-AAATGTCTGGTTTTATGCCCC-3′, PHE2 rv 5′-GTAGCGAGACAATCGATTTCG-3′, T-DNA 5′-ATTTTGCCGATTTCGGAAC-3′).

### Generation of *phe1 phe2*

The *phe1 phe2* double mutant was generated using the CRISPR/Cas9 technique. A 20-nt sgRNA targeting *PHE1* was designed using the CRISPR Design Tool (Ran et al., 2013). A single-stranded DNA oligonucleotide corresponding to the sequence of the sgRNA, as well as its complementary oligonucleotide, was synthesized. BsaI restriction sites were added at the 5′ and 3′ ends, as represented by the underlined sequences (sgRNA fw 5′- ATTGCTCCTGGATCGAGTTGTAC-3′; sgRNA rv 5′-AAACGTACAACTCGATCCAGGAG-3′). These two oligonucleotides were then annealed to produce a double-stranded DNA molecule.

The double-stranded oligonucleotide was ligated into the egg-cell specific pHEE401E CRISPR/Cas9 vector (Z-P; Wang et al., 2015b) through the BsaI restriction sites. This vector was transformed into the *Agrobacterium tumefaciens* strain GV3101, and *phe2/*– plants were subsequently transformed using the floral-dip method (Clough and Bent, 1998).

To screen for T_1_ mutant plants, we performed Sanger sequencing of *PHE1* amplicons that were derived from these plants and obtained with the following primers (fw 5′-AGTGAGGAAAACAACATTCACCA-3′; rv 5′-GCATCCACAACAGTAGGAGC-3′). The selected mutant contained a homozygous 2-bp deletion that leads to a premature stop codon, and therefore to a truncated PHE1_1–50aa_ protein. In the T_2_ generation, the segregation of pHEE401E allowed the selection of plants that did not contain this vector and that were double homozygous *phe1 phe2* mutants. Genotyping of the *phe1* allele was done using primers fw 5′- AAGGAAGAAAGGGATGCTGA-3′ and rv 5′-TCTGTTTCTTTGGCGATCCT-3’′, followed by RsaI digestion.

### Seed imaging

Analysis of endosperm cellularization status was carried out by following the Feulgen staining protocol described previously (Batista et al., 2019). Imaging of Feulgen-stained seeds was done using a Zeiss LSM780 NLO multiphoton microscope, with excitation wavelength of 800 nm and acquisition between 520 nm and 695 nm.

### Chromatin immunoprecipitation (ChIP)

To find targets of PHE1, we performed ChIP using a *PHE1::PHE1–GFP* reporter line, which contains the *PHE1* promoter, its coding sequence and its 3′ regulatory sequence in the Col background (Weinhofer et al., 2010). Crosslinking of plant material was done by collecting 600 mg of 2 days after pollination (DAP) *PHE1::PHE1-GFP* siliques, and vacuum infiltrating them with a 1% formaldehyde solution in PBS. The vacuum infiltration was done for two periods of 15 min, with a vacuum release between each period. The crosslinking was then stopped by adding 0.125 mM glycine in PBS and performing a vacuum infiltration for a total of 15 min, with a vacuum release each 5 min. The material was then ground in liquid nitrogen, resuspended in 5 mL Honda buffer (Moreno-Romero et al., 2017), and incubated for 15 min with gentle rotation. This mixture was filtered twice through Miracloth and once through a CellTrics filter (30 µm), after which a centrifugation for 5 min, at 4°C and 1500 g was performed. The nuclei pellet was then resuspended in 100 µL of nuclei lysis buffer (Moreno-Romero et al., 2017), and the ChIP protocol was continued as described before (Moreno-Romero et al., 2017). ChIP DNA was isolated using the Pure Kit v2 (Diagenode), following the manufacturer’s instructions.

For the parental-specific PHE1 ChIP, the starting material consisted of 600 mg of 2 DAP siliques from crosses between a *pi-1* maternal (L*er* accession) and a *PHE1::PHE1–GFP* paternal (Col accession) plant. The male sterile *pi-1* mutant was used to avoid emasculation of maternal plants. The crosslinking of plant material, nuclei isolation, ChIP protocol, and ChIP-DNA purification were the same as described before.

To assess parental-specific H3K27me3 profiles in 3x seeds, the INTACT system was used to isolate 4 DAP endosperm nuclei of seeds derived from L*er pi-1* x Col *INTACT osd1-1* crosses, as described previously (Jiang et al., 2017; Moreno-Romero et al., 2017). ChIPs against H3 and H3K27me3 were then performed on the isolated endosperm nuclei, following the previously described protocol (Moreno-Romero et al., 2017).

The antibodies used for these ChIP experiments were as follows: GFP Tag Antibody (A-11120, Thermo Fisher Scientific), anti-H3 (Sigma, H9289), and anti-H3K27me3 (Millipore, cat. no. 07–449). All experiments were performed with two biological replicates.

### RNA extraction

Seeds of 20 siliques of the crosses ♀ *pi-1* x ♂ wt, ♀ *pi-1* x ♂ *osd1-3*, and ♀ *pi-1* x ♂ *phe1 phe2 osd1-3* were harvested in RNA*later* (Invitrogen) at 6 DAP. For each cross, two biological replicates were generated. Total RNA was extracted with the *mir*Vana RNA isolation kit (Invitrogen), according to the manufacturer’s instructions.

### Library preparation and sequencing

*PHE1::PHE1–GFP* ChIP libraries were prepared using the Ovation Ultralow v2 Library System (NuGEN), with a starting material of 1 ng, following the manufacturer’s instructions. These libraries were sequenced at the SciLife Laboratory (Uppsala, Sweden), on an Illumina HiSeq2500 platform, using 50-bp single-end reads.

Library preparation and sequencing of H3K27me3 ChIPs in 3x seeds was performed as described previously (Jiang et al., 2017). mRNA libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit For Illumina in combination with the NEBNext Poly(A) mRNA Magnetic Isolation Module, and the NEBNext Multiplex Oligos for Illumina. These libraries were sequenced at Novogene (Hong Kong), on an Illumina NovaSeq platform, using 150-bp paired-end reads.

All datasets were deposited at NCBI’s Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/), under the accession number GSE129744.

### qPCR and Sanger sequencing of parental-specific PHE1 ChIP

Purified ChIP DNA and its respective input DNA obtained from the parental-specific PHE1 ChIP were used to perform qPCR. Positive and negative genomic regions for PHE1 binding were amplified using the following primers: AT1G55650 (fw 5′-CGAAGCGAAAAAGCACTCAC-3′; rv 5′-CCTTTTACATAATCCGCGTTAAA-3′), AT2G28890 (fw 5′-TTTGTGGTTGGAGGTTGTGA-3′; rv 5′-GTTGTTCGTGCCCATTTCTT-3′), AT5G04250 (fw 5′-AATTGACAAATGGTGTAATGGT-3′; rv 5′-CCAAAGAATTTGTTTTTCTATTCC-3′), AT1G72000 (fw 5′-AACAAATATGCACAAGAAGTGC-3′; rv 5′-ACCTAGCAAGCTGGCAAAAC-3′), AT3G18550 (fw 5′-TCCTTTTCCAAATAAAGGCATAA-3′; rv 5′-AAATGAAAGAAATAAAAGGTAATGAGA-3′), AT2G20160 (fw 5′-TCCTAAATAAGGGAAGAGAAAGCA-3′; rv 5′-TGTTAGGTGAAACTGAATCCAA-3′), negative region (fw 5′-TGGTTTTGCTGGTGATGATG-3′, rv 5′-CCATGACACCAGTGTGCCTA-3′). HOT FIREPol EvaGreen qPCR Mix Plus (ROX) (Solis Biodyne) was used as a master mix for qPCR amplification in a iQ5 qPCR system (Bio-Rad).

For Sanger sequencing, positive genomic regions for PHE1 binding containing SNPs that allowed distinction between parents were amplified by PCR using the Phusion High-Fidelity DNA Polymerase (Thermo Fisher Scientific), in combination with the primers described above. Amplified DNA was purified using the GeneJET PCR Purification kit (Thermo Fisher Scientific) and used for Sanger sequencing. The chromatograms obtained from Sanger sequencing were then analyzed for the presence of SNPs. The maternal:total read ratios were retrieved from the publications where these genes were identified as imprinted.

### Bioinformatic analysis of ChIP-seq data

For the *PHE1::PHE1–GFP* ChIP, reads were aligned to the *Arabidopsis* (TAIR10) genome using Bowtie version 1.2.2 (Langmead, 2010), allowing two mismatches (-v 2). Only uniquely mapped reads were kept. ChIP-seq peaks were called using MACS2 version 2.1.1, with its default settings (--gsize 1.119e8, --bw 250) (Zhang et al., 2008). Input samples served as control for their corresponding GFP ChIP sample. Each biological replicate was handled individually using the same peak-calling settings, and only the peak regions that overlap between the two replicates were considered for further analysis. These regions are referred to throughout the text as PHE1 binding sites (Tables 1 and 2). Peak overlap was determined with BEDtools version 2.26.0 (Quinlan and Hall, 2010). Each PHE1 binding site was annotated to a genomic feature and matched with a target gene using the peak annotation feature (annotatePeaks.pl) provided in HOMER version 4.9 (Heinz et al., 2010) (Tables 1 and 2). Only binding sites located less than 1.5 kb upstream to 0.5 kb downstream of the nearest TSS were considered.

PHE1 DNA-binding motifs were identified from *PHE1::PHE1–GFP* ChIP-seq peak regions with HOMER’s findMotifsGenome.pl function, using the default settings. P-values of motif enrichment, as well as alignments between PHE1 motifs and known motifs, were generated by HOMER.

Read mapping, coverage analysis, purity calculations, normalization of data, and determination of parental origin of reads derived from H3K27me3 ChIPs in 3x seeds was performed following previously published methods (Moreno-Romero et al., 2016) (Table 4).

### Bioinformatic analysis of RNA-seq data

For each replicate, 150-bp-long reads were mapped to the *Arabidopsis* (TAIR10) genome, masked for rRNA genes, using TopHat v2.1.0 (Trapnell et al., 2009) (parameters adjusted as –g 1 –a 10 –i 40 –I 5000 –F 0 –r 130). Gene expression was normalized to reads per kb per million mapped reads (RPKM) using GFOLD (Feng et al., 2012). Expression level for each condition was calculated using the mean of the expression values in both replicates. Genes that were regulated differentially across the two replicates were detected using the rank product method, as implemented in the Bioconductor RankProd Package (Hong et al., 2006). Gene deregulation was assessed in the following combinations: *osd1* vs. wt (♀ *pi-1* x ♂ *osd1-3* vs. ♀ *pi-1* x ♂ wt), *phe1 phe2 osd1* vs. wt (♀ *pi-1* x ♂ *phe1 phe2 osd1-3* vs. ♀ *pi-1* x ♂ wt), and *phe1 phe2 osd1* vs. *osd1* (♀ *pi-1* x ♂ *phe1 phe2 osd1-3* vs. ♀ *pi-1* x ♂ *osd1-3*). Only genes with at least 10 reads in one of the conditions were considered, and a pseudocount value of 10e–5 was added to genes that had no expression. Genes showing a p-value <0.05, as determined by RankProd, were identified as deregulated.

### Analysis of PHE1 target genes

Significantly enriched Gene Ontology terms within target genes of PHE1 were identified using the PLAZA 4.0 workbench (Van Bel et al., 2018), and further summarized using REVIGO (Supek et al., 2011).

Enrichment of specific TF families within PHE1 targets was calculated by first normalizing the number of PHE1-targeted TFs in each family, to the total number of TFs targeted by PHE1. As a control, the number of TFs belonging to a certain family was normalized to the total number of TFs in the *Arabidopsis* genome. The Log_2_ fold-change between these ratios was then calculated for each family. The significance of the enrichment was assessed using the hypergeometric test. Annotation of TF families was carried out following the Plant Transcription Factor Database version 4.0 (Jin et al., 2014). Only TF families containing more than five members were considered in this analysis.

To determine which imprinted genes are targeted by PHE1, a custom list was used (Figure 4—source data 1). In this list, MEGs were considered to be those identified in Schon and Nodine (2017), whereas PEGs were considered to include all of the genes identified in Pignatta et al. (2014), Schon and Nodine (2017), and Wolff et al., 2011.

To determine the proportion of genes overexpressed in paternal excess crosses that are targeted by PHE1, a previously published transcriptome dataset of 3x seeds was used (Schatlowski et al., 2014).

### Spatial overlap of TEs and PHE1 binding sites

Spatial overlap between PHE1 ChIP-seq peak regions (binding sites) and TEs was determined using the regioneR package version 1.8.1 (Gel et al., 2015), implemented in R version 3.4.1 (R Development Core Team, 2017). As a control, a mock set of binding sites was created, which we refer to as random binding sites. This random binding site set had the same total number of binding sites and the same size distribution as the PHE1 binding site set. Using regioneR, a Monte Carlo permutation test with 10,000 iterations was performed. In each iteration, the random binding sites were arbitrarily shuffled in the 3-kb promoter region of all *A. thaliana* genes. From this shuffling, the average overlap and standard deviation of the random binding site set was determined, as well as the statistical significance of the association between PHE1 binding sites and TE superfamilies/families.

BedTools version 2.26.0 (Quinlan and Hall, 2010) was used to determine the fraction of PHE1 binding sites targeting MEGs, PEGs, or non-imprinted genes where a spatial overlap between binding sites, RC/Helitrons and PHE1 DNA-binding motifs is simultaneously observed. The hypergeometric test was used to assess the significance of the enrichment of PHE1 binding sites where this overlap is observed, across different target types.

### Expression analysis of genes flanked by RC/Helitrons

We investigated the expression level of genes containing RC/Helitrons in their promoter regions (defined as 3 kb upstream of the TSS) in the embryo, endosperm, and seed coat of pre-globular stage seeds. Affymetrix GeneChip ATH1 Arabidopsis Genome Array data were extracted from Belmonte et al. (2013). The expression values in micropylar endosperm, peripheral endosperm, and chalazal endosperm were averaged to represent the endosperm expression level. The endosperm expression levels of a given gene were then compared to the expression levels in the embryo and seed coat.

RC/Helitron-associated genes were classified into three groups: (i) genes with RC/Helitrons and PHE1 DNA-binding motifs within the 3 kb promoter, thus representing genes with domesticated RC/Helitrons; (ii) genes having RC/Helitrons and PHE1 DNA-binding motifs within the 3 kb promoter, but not bound by PHE1; and (iii) genes having RC/Helitrons located within the 3 kb promoter, and no PHE1 DNA-binding motifs. A two-tailed Mann-Whitney test with continuity correction was used to assess the statistical significance of differences in expression levels between gene groups.

### Calculation of PHE1 DNA-binding motif densities

To measure the density of PHE1 DNA-binding motifs within different genomic regions of interest, the fasta sequences of these regions were first obtained using BEDtools. HOMER’s scanMotifGenomeWide.pl function was then used to screen these sequences for the presence of PHE1 DNA-binding motifs, and to count the number of occurrences of each motif. Motif density was then calculated as the number of occurrences of each motif, normalized to the size of the genomic region of interest. Motif densities in RC/Helitron consensus sequences were calculated as above. Perfect PHE1 DNA-binding motif sequences were defined as those represented in Figure 3a. Nearly perfect motif sequences were defined as sequences in which only one nucleotide substitution could give rise to a perfect PHE1 DNA-binding motif. Consensus sequences were obtained from Repbase (Bao et al., 2015). Chi-square tests of independence were used to test whether there were any associations between specific genomic regions and PHE1 DNA-binding motifs. This was done by comparing the proportion of DNA bases corresponding to PHE1 DNA-binding motifs in each genomic region.

### Identification of homologous PHE1 DNA-binding motifs carried by RC/Helitrons

To assess the homology of PHE1 DNA-binding motifs and associated RC/Helitron sequences, pairwise comparisons were made among all sequences, using the BLASTN program. The following parameters were followed: word size = 7, match/mismatch scores = 2/–3, gap penalties, existence = 5, extension = 2. The RC/Helitron sequences were considered to be homologous if the alignment covered at least 9 bp out of the 10-bp PHE1 DNA-binding motif sites, extended longer than 30 bp, and had more than 70% identity. Because the mean length of intragenomic conserved non-coding sequences is around 30 bp in *A. thaliana* (Thomas et al., 2007), we considered this as the minimal length of alignments needed to define a pair of related motif-carrying TE sequences. The pairwise homologous sequences were then merged into higher-order clusters, on the basis of shared elements in the homologous pairs.

### Phylogenetic analyses of PHE1-targeted PEG orthologs in the Brassicaceae

Amino-acid sequences and nucleotide sequences of PHE1-targeted PEGs were obtained from TAIR10. The sequences of homologous genes in the Brassicaceae and several other rosids were obtained in PLAZA 4.0 (https://bioinformatics.psb.ugent.be/plaza/) (Van Bel et al., 2018), BRAD database (http://brassicadb.org/brad/) (Wang et al., 2015a), and Phytozome v.12 (https://phytozome.jgi.doe.gov/) (Goodstein et al., 2012).

For each PEG of interest, the amino-acid sequences of the gene family were used to generate a guided codon alignment by MUSCLE with default settings (Edgar, 2004). A maximum likelihood tree was then generated by IQ-TREE 1.6.7 with codon alignment as the input (Nguyen et al., 2015). The implemented ModelFinder was executed to determine the best substitution model (Kalyaanamoorthy et al., 2017), and 1000 replicates of ultrafast bootstrap were applied to evaluate the branch support (Hoang et al., 2018). The tree topology and branch supports were reciprocally compared with, and supported by, another maximum likelihood tree generated using RAxML v. 8.1.2 (Stamatakis, 2014).

We selected PEGs that had well-supported gene family phylogeny with no lineage-specific duplication in the *Arabidopsis* and *Capsella* clades, and where imprinting data were available for all *Capsella grandiflora* (Cgr), *C. rubella* (Cru), and *Arabidopsis lyrata* (Aly) orthologs of interest (Klosinska et al., 2016; Lafon-Placette et al., 2018; Pignatta et al., 2014). We then obtained the promoter region, defined as 3 kb upstream of the TSS, of the orthologs and paralogs in Brassicaceae and rosids species. These promoter sequences were searched for the presence of homologous RC/Helitron sequences, as well as for putative PHE1 DNA-binding sites contained in these TEs.

Homology between *A. thaliana* RC/Helitron sequences and Brassicaceae sequences was detected by aligning the *A. thaliana* sequence to the promoter region of the orthologous PEG, using the BLASTN program, with the following parameters: word size = 11, match/mismatch scores = 2/–3, gap penalties, existence = 5, extension = 2. Aligned sequences are considered homologous if they spanned more than 100 nt of the *A, thaliana* RC/Helitron with over 60% identity.

### Epigenetic profiling of PHE1 binding sites

Parental-specific H3K27me3 profiles (Moreno-Romero et al., 2016) and DNA methylation profiles (Schatlowski et al., 2014) generated from endosperm of 2x seeds were used for this analysis. Levels of H3K27me3 and CG DNA methylation were quantified in each 50-bp bin across the 2-kb region surrounding PHE1 binding site centers using deepTools version 2.0 (Ramírez et al., 2016). These values were then used to generate H3K27me3 heatmaps and metagene plots, as well as boxplots of CG methylation in PHE1binding sites. Clustering analysis of H3K27me3 distribution in PHE1-binding sites was done following the k-means algorithm as implemented by deepTools. A two-tailed Mann-Whitney test with continuity correction was used to assess statistical significance of differences in CG methylation levels.

### Parental gene expression ratios in 2x and 3x seeds

To determine parental gene expression ratios in 2x and 3x seeds, we used previously generated endosperm gene expression data (Martinez et al., 2018). In this dataset, L*er* plants were used as maternal plants pollinated with wt Col or *osd1* Col plants, allowing determination of the parental origin of sequenced reads following the method described before (Moreno-Romero et al., 2019).

Parental gene expression ratios were calculated as the number of maternally derived reads divided by the sum of maternally and paternally derived reads available for any given gene. Ratios were calculated separately for the two biological replicates of each cross (L*er* x wt Col and L*er* x *osd1* Col), and the average of both replicates was considered for further analysis. The MEG and PEG ratio thresholds for 2x and 3x seeds indicated in Figure 6d were defined as a four-fold deviation of the expected read ratios, towards more maternal or paternal read accumulation, respectively. The expected read ratio for a biallelically expressed gene in 2x seeds is two maternal reads:three total reads, whereas for 3x paternal excess seeds this ratio is two maternal reads:four total reads. Deviations from these expected ratios were used to classify the expression of published imprinted genes (Figure 4—source data 1) as maternally or paternally biased in 3x seeds, according to the direction of the deviation. As a control, the parental bias of these imprinted genes was also assessed in 2x seeds.

### Parental expression ratios of genes associated with H3K27me3 clusters

Previously published endosperm gene expression data, generated with the INTACT system, were used for this analysis (Del Toro-De León and Köhler, 2019). Parental gene expression ratios were determined as the mean between ratios observed in the L*er* x Col cross and its reciprocal cross. As a reference, the parental gene expression ratio for all endosperm expressed genes was also determined. A two-tailed Mann-Whitney test with continuity correction was used to assess statistical significance of differences between parental gene expression ratios.

### H3K27me3 accumulation in imprinted genes

Parental-specific accumulation of H3K27me3 across imprinted gene bodies in the endosperm of 2x (Moreno-Romero et al., 2016) and 3x seeds (this study) was estimated by calculating the mean values of the H3K27me3 z-score across the gene length. Imprinted genes were considered as those genes previously identified in different studies (Gehring et al., 2011; Hsieh et al., 2011; Pignatta et al., 2014; Schon and Nodine, 2017; Wolff et al., 2011). A two-tailed Mann-Whitney test with continuity correction was used to assess statistical significance of differences in H3K27me3 z-score levels.

### Statistics

Sample size, statistical tests used, and respective p-values are indicated in each figure or figure legend, and further specified in the corresponding Methods sub-section.

### Data availability

ChIP-seq and RNA-seq data generated in this study are available at NCBI’s Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/), under the accession number GSE129744. Additional data used to support the findings of this study are available at NCBI’s Gene Expression Omnibus, under the following accession numbers: H3K27me3 ChIP-seq data from 2x endosperm (Moreno-Romero et al., 2016) – GSE66585; gene expression data in 2x and 3x endosperm (Martinez et al., 2018) – GSE84122; gene expression data in 2x and 3x seeds and parental-specific DNA methylation from 2x endosperm (Schatlowski et al., 2014) – GSE53642; parental-specific gene expression data of 2x INTACT-isolated endosperm nuclei (Del Toro-De León and Köhler, 2019) – GSE119915. Gene expression profile of different seed compartments (Belmonte et al., 2013) – GSE12404.

### Materials and correspondence

The materials generated in this study are available upon request to CK ().

## Data Availability

ChIP-seq and RNA-seq data generated in this study is available at NCBI's Gene Expression Omnibus database, under the accession number GSE129744. The following dataset was generated: BatistaRAMoreno-RomeroJvanBoven JQiuYSantos-GonzálezJFigueiredoDDKöhlerC2019The MADS-box transcription factor PHERES1 controls imprinting in the endosperm by binding to domesticated transposonsNCBI Gene Expression OmnibusGSE12974410.7554/eLife.50541PMC691433931789592 The following previously published datasets were used: Moreno-RomeroJJiangHSantos-GonzálezJKöhlerC2015Parental epigenetic asymmetry of PRC2-mediated histone modifications in the Arabidopsis endospermNCBI Gene Expression OmnibusGSE6658510.15252/embj.201593534PMC491053227113256 MartinezGWolffPWangZMoreno-RomeroJSantos-GonzalezJLiuConze LDeFraiaCSlotkinKKöhlerC2016Paternal easiRNAs establish the triploid block in ArabidopsisNCBI Gene Expression OmnibusGSE84122 Santos-GonzálezJCKöhlerC2013DNA hypomethylation bypasses the interploidy hybridization barrier in ArabidopsisNCBI Gene Expression OmnibusGSE5364210.1105/tpc.114.130120PMC421316525217506 Moreno-RomeroJDelToro-De León GYadavVKSantos-GonzálezJKöhlerC2018Epigenetic signatures associated with paternally-expressed imprinted genes in the endospermNCBI Gene Expression OmnibusGSE119915 BelmonteMFKirkbrideRCStoneSLPelletierJM2008Expression data from Arabidopsis Seed Compartments at 5 discrete stages of developmentNCBI Gene Expression OmnibusGSE12404

## References

[bib1] Aerts N, de Bruijn S, van Mourik H, Angenent GC, van Dijk ADJ (2018). Comparative analysis of binding patterns of MADS-domain proteins in Arabidopsis thaliana. BMC Plant Biology.

[bib2] Bao W, Kojima KK, Kohany O (2015). Repbase update, a database of repetitive elements in eukaryotic genomes. Mobile DNA.

[bib3] Batista RA, Figueiredo DD, Santos-González J, Köhler C (2019). Auxin regulates endosperm cellularization in *Arabidopsis*. Genes & Development.

[bib4] Baud S, Dubreucq B, Miquel M, Rochat C, Lepiniec L (2008). Storage reserve accumulation in Arabidopsis: metabolic and developmental control of seed filling. The Arabidopsis Book.

[bib5] Belmonte MF, Kirkbride RC, Stone SL, Pelletier JM, Bui AQ, Yeung EC, Hashimoto M, Fei J, Harada CM, Munoz MD, Le BH, Drews GN, Brady SM, Goldberg RB, Harada JJ (2013). Comprehensive developmental profiles of gene activity in regions and subregions of the Arabidopsis seed. PNAS.

[bib6] Bemer M, Heijmans K, Airoldi C, Davies B, Angenent GC (2010). An atlas of type I MADS box gene expression during female gametophyte and seed development in Arabidopsis. Plant Physiology.

[bib7] Brink RA, Cooper DC (1947). The endosperm in seed development. The Botanical Review.

[bib8] Britten RJ, Davidson EH (1971). Repetitive and Non-Repetitive DNA Sequences and a Speculation on the Origins of Evolutionary Novelty. The Quarterly Review of Biology.

[bib9] Chen D, Yan W, Fu LY, Kaufmann K (2018). Architecture of gene regulatory networks controlling flower development in Arabidopsis thaliana. Nature Communications.

[bib10] Chuong EB, Rumi MA, Soares MJ, Baker JC (2013). Endogenous retroviruses function as species-specific enhancer elements in the placenta. Nature Genetics.

[bib11] Clough SJ, Bent AF (1998). Floral dip: a simplified method for Agrobacterium-mediated transformation of Arabidopsis thaliana. The Plant Journal.

[bib12] Coleman RT, Struhl G (2017). Causal role for inheritance of H3K27me3 in maintaining the OFF state of a *Drosophila* HOX gene. Science.

[bib13] d'Erfurth I, Jolivet S, Froger N, Catrice O, Novatchkova M, Mercier R (2009). Turning meiosis into mitosis. PLOS Biology.

[bib14] de Folter S, Immink RG, Kieffer M, Parenicová L, Henz SR, Weigel D, Busscher M, Kooiker M, Colombo L, Kater MM, Davies B, Angenent GC (2005). Comprehensive interaction map of the Arabidopsis MADS box transcription factors. The Plant Cell.

[bib15] de Folter S, Angenent GC (2006). Trans meets Cis in MADS science. Trends in Plant Science.

[bib16] Del Toro-De León G, Köhler C (2019). Endosperm-specific transcriptome analysis by applying the INTACT system. Plant Reproduction.

[bib17] Dilkes BP, Comai L (2004). A differential dosage hypothesis for parental effects in seed development. The Plant Cell.

[bib18] Dunn-Fletcher CE, Muglia LM, Pavlicev M, Wolf G, Sun MA, Hu YC, Huffman E, Tumukuntala S, Thiele K, Mukherjee A, Zoubovsky S, Zhang X, Swaggart KA, Lamm KYB, Jones H, Macfarlan TS, Muglia LJ (2018). Anthropoid primate-specific retroviral element THE1B controls expression of CRH in placenta and alters gestation length. PLOS Biology.

[bib19] Edgar RC (2004). MUSCLE: multiple sequence alignment with high accuracy and high throughput. Nucleic Acids Research.

[bib20] Erdmann RM, Satyaki PRV, Klosinska M, Gehring M (2017). A small RNA pathway mediates allelic dosage in endosperm. Cell Reports.

[bib21] Erilova A, Brownfield L, Exner V, Rosa M, Twell D, Mittelsten Scheid O, Hennig L, Köhler C (2009). Imprinting of the polycomb group gene MEDEA serves as a ploidy sensor in Arabidopsis. PLOS Genetics.

[bib22] Feng J, Meyer CA, Wang Q, Liu JS, Shirley Liu X, Zhang Y (2012). GFOLD: a generalized fold change for ranking differentially expressed genes from RNA-seq data. Bioinformatics.

[bib23] Feschotte C (2008). Transposable elements and the evolution of regulatory networks. Nature Reviews Genetics.

[bib24] Figueiredo DD, Batista RA, Roszak PJ, Köhler C (2015). Auxin production couples endosperm development to fertilization. Plants.

[bib25] Figueiredo DD, Batista RA, Roszak PJ, Hennig L, Köhler C (2016). Auxin production in the endosperm drives seed coat development in *Arabidopsis*. eLife.

[bib26] Garcia D, Saingery V, Chambrier P, Mayer U, Jürgens G, Berger F (2003). Arabidopsis *haiku* mutants reveal new controls of seed size by endosperm. Plant Physiology.

[bib27] Gehring M, Missirian V, Henikoff S (2011). Genomic analysis of parent-of-origin allelic expression in Arabidopsis thaliana seeds. PLOS ONE.

[bib28] Gehring M (2013). Genomic imprinting: insights from plants. Annual Review of Genetics.

[bib29] Gel B, Díez-Villanueva A, Serra E, Buschbeck M, Peinado MA, Malinverni R (2015). regioneR: an R/Bioconductor package for the association analysis of genomic regions based on permutation tests. Bioinformatics.

[bib30] Goodstein DM, Shu S, Howson R, Neupane R, Hayes RD, Fazo J, Mitros T, Dirks W, Hellsten U, Putnam N, Rokhsar DS (2012). Phytozome: a comparative platform for green plant genomics. Nucleic Acids Research.

[bib31] Goto K, Meyerowitz EM (1994). Function and regulation of the Arabidopsis floral homeotic gene PISTILLATA. Genes & Development.

[bib32] Gramzow L, Theissen G (2010). A hitchhiker's guide to the MADS world of plants. Genome Biology.

[bib33] Grossniklaus U, Vielle-Calzada JP, Hoeppner MA, Gagliano WB (1998). Maternal control of embryogenesis by MEDEA, a polycomb group gene in Arabidopsis. Science.

[bib34] Håkansson A (1953). Endosperm formation after 2x, 4x crosses in certain cereals, especially in hordeum vulgare. Hereditas.

[bib35] Hatorangan MR, Laenen B, Steige KA, Slotte T, Köhler C (2016). Rapid evolution of genomic imprinting in two species of the Brassicaceae. The Plant Cell.

[bib36] Hehenberger E, Kradolfer D, Köhler C (2012). Endosperm cellularization defines an important developmental transition for embryo development. Development.

[bib37] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Molecular Cell.

[bib38] Hénaff E, Vives C, Desvoyes B, Chaurasia A, Payet J, Gutierrez C, Casacuberta JM (2014). Extensive amplification of the E2F transcription factor binding sites by transposons during evolution of *Brassica* species. The Plant Journal.

[bib39] Heyman J, Van den Daele H, De Wit K, Boudolf V, Berckmans B, Verkest A, Alvim Kamei CL, De Jaeger G, Koncz C, De Veylder L (2011). *Arabidopsis* ULTRAVIOLET-B-INSENSITIVE4 maintains cell division activity by temporal inhibition of the anaphase-promoting complex/cyclosome. The Plant Cell.

[bib40] Hill LM, Morley-Smith ER, Rawsthorne S (2003). Metabolism of sugars in the endosperm of developing seeds of oilseed rape. Plant Physiology.

[bib41] Hirsch CD, Springer NM (2017). Transposable element influences on gene expression in plants. Biochimica Et Biophysica Acta (BBA) - Gene Regulatory Mechanisms.

[bib42] Hoang DT, Chernomor O, von Haeseler A, Minh BQ, Vinh LS (2018). UFBoot2: improving the ultrafast bootstrap approximation. Molecular Biology and Evolution.

[bib43] Hong F, Breitling R, McEntee CW, Wittner BS, Nemhauser JL, Chory J (2006). RankProd: a bioconductor package for detecting differentially expressed genes in meta-analysis. Bioinformatics.

[bib44] Hsieh TF, Shin J, Uzawa R, Silva P, Cohen S, Bauer MJ, Hashimoto M, Kirkbride RC, Harada JJ, Zilberman D, Fischer RL (2011). Regulation of imprinted gene expression in *Arabidopsis* endosperm. PNAS.

[bib45] Ishikawa R, Ohnishi T, Kinoshita Y, Eiguchi M, Kurata N, Kinoshita T (2011). Rice interspecies hybrids show precocious or delayed developmental transitions in the endosperm without change to the rate of syncytial nuclear division. The Plant Journal.

[bib46] Jiang H, Moreno-Romero J, Santos-González J, De Jaeger G, Gevaert K, Van De Slijke E, Köhler C (2017). Ectopic application of the repressive histone modification H3K9me2 establishes post-zygotic reproductive isolation in *Arabidopsis thaliana*. Genes & Development.

[bib47] Jin J, Zhang H, Kong L, Gao G, Luo J (2014). PlantTFDB 3.0: a portal for the functional and evolutionary study of plant transcription factors. Nucleic Acids Research.

[bib48] Jullien PE, Berger F (2010). Parental genome dosage imbalance deregulates imprinting in Arabidopsis. PLOS Genetics.

[bib49] Kalyaanamoorthy S, Minh BQ, Wong TKF, von Haeseler A, Jermiin LS (2017). ModelFinder: fast model selection for accurate phylogenetic estimates. Nature Methods.

[bib50] Kang IH, Steffen JG, Portereiko MF, Lloyd A, Drews GN (2008). The AGL62 MADS domain protein regulates cellularization during endosperm development in *Arabidopsis*. The Plant Cell.

[bib51] Kim J (2003). Methylation-sensitive binding of transcription factor YY1 to an insulator sequence within the paternally expressed imprinted gene, Peg3. Human Molecular Genetics.

[bib52] Kiyosue T, Ohad N, Yadegari R, Hannon M, Dinneny J, Wells D, Katz A, Margossian L, Harada JJ, Goldberg RB, Fischer RL (1999). Control of fertilization-independent endosperm development by the MEDEA polycomb gene in Arabidopsis. PNAS.

[bib53] Klosinska M, Picard CL, Gehring M (2016). Conserved imprinting associated with unique epigenetic signatures in the Arabidopsis genus. Nature Plants.

[bib54] Köhler C, Page DR, Gagliardini V, Grossniklaus U (2005). The Arabidopsis thaliana MEDEA polycomb group protein controls expression of PHERES1 by parental imprinting. Nature Genetics.

[bib55] Köhler C, Mittelsten Scheid O, Erilova A (2010). The impact of the triploid block on the origin and evolution of polyploid plants. Trends in Genetics.

[bib56] Kradolfer D, Wolff P, Jiang H, Siretskiy A, Köhler C (2013). An imprinted gene underlies postzygotic reproductive isolation in Arabidopsis thaliana. Developmental Cell.

[bib57] Lafon-Placette C, Hatorangan MR, Steige KA, Cornille A, Lascoux M, Slotte T, Köhler C (2018). Paternally expressed imprinted genes associate with hybridization barriers in capsella. Nature Plants.

[bib58] Lafon-Placette C, Köhler C (2014). Embryo and endosperm, partners in seed development. Current Opinion in Plant Biology.

[bib59] Langmead B (2010). Aligning short sequencing reads with bowtie. Current Protocols in Bioinformatics.

[bib60] Laprell F, Finkl K, Müller J (2017). Propagation of Polycomb-repressed chromatin requires sequence-specific recruitment to DNA. Science.

[bib61] Lin BY (1984). Ploidy barrier to endosperm development in maize. Genetics.

[bib62] Lu J, Zhang C, Baulcombe DC, Chen ZJ (2012). Maternal siRNAs as regulators of parental genome imbalance and gene expression in endosperm of Arabidopsis seeds. PNAS.

[bib63] Luo M, Dennis ES, Berger F, Peacock WJ, Chaudhury A (2005). MINISEED3 (MINI3), a WRKY family gene, and HAIKU2 (IKU2), a leucine-rich repeat (LRR) KINASE gene, are regulators of seed size in Arabidopsis. PNAS.

[bib64] Mansfield SG, Briarty LG (1990). Development of the free-nuclear endosperm in Arabidopsis thaliana. Arabidopsis Information Service.

[bib65] Martinez G, Wolff P, Wang Z, Moreno-Romero J, Santos-González J, Conze LL, DeFraia C, Slotkin RK, Köhler C (2018). Paternal easiRNAs regulate parental genome dosage in Arabidopsis. Nature Genetics.

[bib66] Moreno-Romero J, Jiang H, Santos-González J, Köhler C (2016). Parental epigenetic asymmetry of PRC2-mediated histone modifications in the *Arabidopsis* endosperm. The EMBO Journal.

[bib67] Moreno-Romero J, Santos-González J, Hennig L, Köhler C (2017). Applying the INTACT method to purify endosperm nuclei and to generate parental-specific epigenome profiles. Nature Protocols.

[bib68] Moreno-Romero J, Del Toro-De León G, Yadav VK, Santos-González J, Köhler C (2019). Epigenetic signatures associated with imprinted paternally expressed genes in the Arabidopsis endosperm. Genome Biology.

[bib69] Morley-Smith ER, Pike MJ, Findlay K, Köckenberger W, Hill LM, Smith AM, Rawsthorne S (2008). The transport of sugars to developing embryos is not via the bulk endosperm in oilseed rape seeds. Plant Physiology.

[bib70] Muiño JM, de Bruijn S, Pajoro A, Geuten K, Vingron M, Angenent GC, Kaufmann K (2016). Evolution of DNA-Binding sites of a floral master regulatory transcription factor. Molecular Biology and Evolution.

[bib71] Nguyen LT, Schmidt HA, von Haeseler A, Minh BQ (2015). IQ-TREE: a fast and effective stochastic algorithm for estimating maximum-likelihood phylogenies. Molecular Biology and Evolution.

[bib72] Niederhuth CE, Bewick AJ, Ji L, Alabady MS, Kim KD, Li Q, Rohr NA, Rambani A, Burke JM, Udall JA, Egesi C, Schmutz J, Grimwood J, Jackson SA, Springer NM, Schmitz RJ (2016). Widespread natural variation of DNA methylation within angiosperms. Genome Biology.

[bib73] O'Malley RC, Huang SC, Song L, Lewsey MG, Bartlett A, Nery JR, Galli M, Gallavotti A, Ecker JR (2016). Cistrome and epicistrome features shape the regulatory DNA landscape. Cell.

[bib74] Parenicová L, de Folter S, Kieffer M, Horner DS, Favalli C, Busscher J, Cook HE, Ingram RM, Kater MM, Davies B, Angenent GC, Colombo L (2003). Molecular and phylogenetic analyses of the complete MADS-box transcription factor family in Arabidopsis: new openings to the MADS world. The Plant Cell.

[bib75] Pignatta D, Erdmann RM, Scheer E, Picard CL, Bell GW, Gehring M (2014). Natural epigenetic polymorphisms lead to intraspecific variation in Arabidopsis gene imprinting. eLife.

[bib76] Pignatta D, Novitzky K, Satyaki PRV, Gehring M (2018). A variably imprinted epiallele impacts seed development. PLOS Genetics.

[bib77] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[bib78] R Development Core Team (2017). R Foundation for Statistical Computing.

[bib79] Ramírez F, Ryan DP, Grüning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dündar F, Manke T (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Research.

[bib80] Ran FA, Hsu PD, Wright J, Agarwala V, Scott DA, Zhang F (2013). Genome engineering using the CRISPR-Cas9 system. Nature Protocols.

[bib81] Rebernig CA, Lafon-Placette C, Hatorangan MR, Slotte T, Köhler C (2015). Non-reciprocal interspecies hybridization barriers in the capsella genus are established in the endosperm. PLOS Genetics.

[bib82] Rodrigues JA, Zilberman D (2015). Evolution and function of genomic imprinting in plants. Genes & Development.

[bib83] Roszak P, Köhler C (2011). Polycomb group proteins are required to couple seed coat initiation to fertilization. PNAS.

[bib84] Roth M, Florez-Rueda AM, Städler T (2019). Differences in effective ploidy drive Genome-Wide endosperm expression polarization and seed failure in wild tomato hybrids. Genetics.

[bib85] Satyaki PRV, Gehring M (2019). Paternally acting canonical RNA-Directed DNA methylation pathway genes sensitize Arabidopsis endosperm to paternal genome dosage. The Plant Cell.

[bib86] Schatlowski N, Wolff P, Santos-González J, Schoft V, Siretskiy A, Scott R, Tamaru H, Köhler C (2014). Hypomethylated pollen bypasses the interploidy hybridization barrier in Arabidopsis. The Plant Cell.

[bib87] Schatlowski N, Köhler C (2012). Tearing down barriers: understanding the molecular mechanisms of interploidy hybridizations. Journal of Experimental Botany.

[bib88] Schon MA, Nodine MD (2017). Widespread contamination of Arabidopsis embryo and endosperm transcriptome data sets. The Plant Cell.

[bib89] Scott RJ, Spielman M, Bailey J, Dickinson HG (1998). Parent-of-origin effects on seed development in Arabidopsis thaliana. Development.

[bib90] Sekine D, Ohnishi T, Furuumi H, Ono A, Yamada T, Kurata N, Kinoshita T (2013). Dissection of two major components of the post-zygotic hybridization barrier in rice endosperm. The Plant Journal.

[bib91] Smaczniak C, Muiño JM, Chen D, Angenent GC, Kaufmann K (2017). Differences in DNA binding specificity of floral homeotic protein complexes predict Organ-Specific target genes. The Plant Cell.

[bib92] Stamatakis A (2014). RAxML version 8: a tool for phylogenetic analysis and post-analysis of large phylogenies. Bioinformatics.

[bib93] Stoute AI, Varenko V, King GJ, Scott RJ, Kurup S (2012). Parental genome imbalance in Brassica oleracea causes asymmetric triploid block. The Plant Journal.

[bib94] Supek F, Bošnjak M, Škunca N, Šmuc T (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. PLOS ONE.

[bib95] Theissen G, Saedler H (2001). Plant biology. Floral quartets. Nature.

[bib96] Thomas BC, Rapaka L, Lyons E, Pedersen B, Freeling M (2007). Arabidopsis intragenomic conserved noncoding sequence. PNAS.

[bib97] Tiwari S, Spielman M, Schulz R, Oakey RJ, Kelsey G, Salazar A, Zhang K, Pennell R, Scott RJ (2010). Transcriptional profiles underlying parent-of-origin effects in seeds of Arabidopsis thaliana. BMC Plant Biology.

[bib98] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[bib99] Van Bel M, Diels T, Vancaester E, Kreft L, Botzki A, Van de Peer Y, Coppens F, Vandepoele K (2018). PLAZA 4.0: an integrative resource for functional, evolutionary and comparative plant genomics. Nucleic Acids Research.

[bib100] Villar CBR, Erilova A, Makarevich G, Trösch R, Köhler C (2009). Control of PHERES1 imprinting in Arabidopsis by direct tandem repeats. Molecular Plant.

[bib101] Walia H, Josefsson C, Dilkes B, Kirkbride R, Harada J, Comai L (2009). Dosage-dependent deregulation of an AGAMOUS-LIKE gene cluster contributes to interspecific incompatibility. Current Biology.

[bib102] Wang X, Wu J, Liang J, Cheng F, Wang X (2015a). Brassica database (BRAD) version 2.0: integrating and mining Brassicaceae species genomic resources. Database.

[bib103] Wang ZP, Xing HL, Dong L, Zhang HY, Han CY, Wang XC, Chen QJ (2015b). Egg cell-specific promoter-controlled CRISPR/Cas9 efficiently generates homozygous mutants for multiple target genes in Arabidopsis in a single generation. Genome Biology.

[bib104] Wang G, Jiang H, Del Toro de León G, Martinez G, Köhler C (2018). Sequestration of a Transposon-Derived siRNA by a target mimic imprinted gene induces postzygotic reproductive isolation in Arabidopsis. Developmental Cell.

[bib105] Weinhofer I, Hehenberger E, Roszak P, Hennig L, Köhler C (2010). H3K27me3 profiling of the endosperm implies exclusion of polycomb group protein targeting by DNA methylation. PLOS Genetics.

[bib106] Wolff P, Weinhofer I, Seguin J, Roszak P, Beisel C, Donoghue MT, Spillane C, Nordborg M, Rehmsmeier M, Köhler C (2011). High-resolution analysis of parent-of-origin allelic expression in the Arabidopsis endosperm. PLOS Genetics.

[bib107] Wolff P, Jiang H, Wang G, Santos-González J, Köhler C (2015). Paternally expressed imprinted genes establish postzygotic hybridization barriers in Arabidopsis thaliana. eLife.

[bib108] Xiao J, Jin R, Yu X, Shen M, Wagner JD, Pai A, Song C, Zhuang M, Klasfeld S, He C, Santos AM, Helliwell C, Pruneda-Paz JL, Kay SA, Lin X, Cui S, Garcia MF, Clarenz O, Goodrich J, Zhang X, Austin RS, Bonasio R, Wagner D (2017). Cis and trans determinants of epigenetic silencing by polycomb repressive complex 2 in Arabidopsis. Nature Genetics.

[bib109] Xing Q, Creff A, Waters A, Tanaka H, Goodrich J, Ingram GC (2013). ZHOUPI controls embryonic cuticle formation via a signalling pathway involving the subtilisin protease ABNORMAL LEAF-SHAPE1 and the receptor kinases GASSHO1 and GASSHO2. Development.

[bib110] Yang S, Johnston N, Talideh E, Mitchell S, Jeffree C, Goodrich J, Ingram G (2008). The endosperm-specific ZHOUPI gene of Arabidopsis thaliana regulates endosperm breakdown and embryonic epidermal development. Development.

[bib111] Yu CP, Lin JJ, Li WH (2016). Positional distribution of transcription factor binding sites in Arabidopsis thaliana. Scientific Reports.

[bib112] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biology.

[bib113] Zhao Y (2012). Auxin biosynthesis: a simple two-step pathway converts tryptophan to indole-3-acetic acid in plants. Molecular Plant.

[bib114] Zhou Y, Wang Y, Krause K, Yang T, Dongus JA, Zhang Y, Turck F (2018). Telobox motifs recruit CLF/SWN-PRC2 for H3K27me3 deposition via TRB factors in Arabidopsis. Nature Genetics.

How the deposited data were processed for this re-analysis (not part of the article)

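PHE1 binding was measured by ChIP-seq with an antibody against GFP in siliques of a *PHE1::PHE1–GFP* line at 2 DAP, with 2 biological replicates that each had an input. Transcripts were measured by RNA-seq of seeds at 6 DAP from crosses of a *pi-1* mother with wt, *osd1* and *phe1 phe2 osd1* pollen donors, with 2 libraries per cross. The deposited peak lists hold the start and end of each peak in bp, counted from 0, which the authors called with MACS2 for each replicate against its input. They are not signal values, and no height or read count is given. Coordinates are printed counted from 1 on TAIR10. The deposited expression table holds RPKM, which the authors computed with GFOLD after mapping with TopHat. RPKM scales each library by its mapped reads, and no further normalization between libraries is stated. All 6 columns of the table were used, and sample columns used by no sample numbered 0.

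Peaks were intersected with bedtools 2.31.1 with a minimum overlap of 1 bp. The centre of each shared region was assigned to the nearest TSS among 37899 annotated genes on chromosomes 1 to 5, and genes within 1500 bp upstream to 500 bp downstream were taken as targets. A promoter was 1000 bp upstream to 100 bp downstream of a TSS. The overlap that chance gives came from 100 random placements of the replicate 2 peaks, and the motif background from 100 random placements in the 3 kb upstream of genes. Lists were compared by one-sided Fisher's exact tests. Of the 27206 IDs in the RPKM table, 26719 were in the annotation.

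Genes were tested where the mean RPKM was at least 0.5 in at least 1 cross, which left 20051. The rank product was computed over the 4 pairs of replicates with zeros set to 0.0001, and its null distribution from 100 permutations of each library. This setting follows the paper's methods, except that the paper's minimum number of reads was replaced by a minimum RPKM. The rank product was also coded anew in Python, in place of the RankProd package that the paper used, and the package itself was not run. Log2 fold changes, standard errors and adjusted p-values come from limma 3.58.1 in R 4.3.3, with eBayes and a trend, on log2(RPKM + 0.5), and Benjamini-Hochberg adjustment over the genes tested. Targets in the transcriptome tests are those of Figure 1—source data 1, of which 1634 of 1694 were in the table and 1526 were tested. Differences between lists and clusters were tested with 100000 permutations of the list labels. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot go below 0.3333, so none was run. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with the random seed set to 1.

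Depth was estimated at 16.3 to 18.3 M reads per library, from the spacing of low RPKM values. At the estimated depth, 31.9 to 35.0% of low-expressed genes had a value at a whole number of reads, where chance gives 10%. Between replicates, the correlation of log2 values across genes was 0.989 in wt, 0.961 in *osd1* and 0.974 in *phe1 phe2 osd1*. Between a *phe1 phe2 osd1* and an *osd1* library it was 0.959 to 0.981, so the libraries of the triploid crosses did not group by cross. The tests were checked on simulated libraries with 200 changed genes, of which the rank product recovered 99.5% and limma 76% with 7 false calls. With no gene changed, the rank product called 5.06% of genes up and 4.87% down, as its unadjusted threshold allows. The peak steps were tested on 192 simulated peaks, of which 100% had their distance recovered, on 120 simulated overlaps, of which 120 were found, and on 300 motifs planted in 2000 sequences, of which 300 were found.

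The genes named are *PHE1* and *PHE2*, the genes of Table 3, the paralogs of Figure 1—figure supplement 3, the genes of Figure 4e, and 5 targets each with the largest rise in *osd1* vs. wt and the largest fall in *phe1 phe2 osd1* vs. *osd1*. These 5 were taken among targets that changed the same way in all 4 pairs of replicates and were called by both the rank product and limma, or by the rank product only where fewer than 5 passed limma. The alternatives tried cover the required overlap, the peak width, the point and the TSS used for distances, each replicate left out, the pseudocount, the filter, the scaling between libraries, the test, a term for the replicate number, the background and the list of targets.

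The 12 chloroplast peaks were left out of the target genes. The H3K27me3, H3 and input samples of triploid endosperm at 4 DAP have no processed values and were not analysed here. Overlap with transposable elements was not analysed here, because the reference annotates none with a superfamily. The published endosperm stages, the DNA methylation data and the ChIP data of parental alleles were not analysed here.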

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

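The matching on expression, the count of CC(A/T)_6_GG at peak centres and the test of the chloroplast peaks were chosen only after the results they bear on were seen.

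The paper annotates the peaks of each replicate in Table 2 and takes only common peaks for its target genes. Genes nearest to peaks of replicate 2 alone, and to no shared region, were called upregulated in *osd1* vs. wt more often than genes near no peak, a signal in peaks outside those the paper used for target genes. Of 1335 such genes tested, 170 (12.7%) were upregulated, against 6.57% of 16907 genes near no peak (one-sided Fisher's exact test, p = 5.77e-15) and 26.1% of the targets. In *phe1 phe2 osd1* vs. *osd1*, 3.52% were called downregulated, against 4.19% near no peak (exact p = 0.896). Expression level as the whole cause is argued against by genes near no peak matched on mean RPKM, of which 5.13% were upregulated (from 3.60 to 6.89% over 1000 draws). A candidate explanation is that these peaks hold weaker PHE1 binding sites that replicate 1 did not call. In line with it, CC(A/T)_6_GG was 2.09 times as frequent in the 200 bp around their centres (2.60%) as in their flanks (1.24%, Fisher's exact p = 1.67e-05), while the shared regions reached 7.45% against 1.59%. AT-rich sequence at the centres stays open. The reversed motif GG(A/T)_6_CC, with the same base composition, was 1.23 times as frequent at the centres as in the flanks (35 against 57 matches, exact p = 0.196), and the difference between the motifs had an exact p = 0.0573, so a contribution of base composition cannot be told apart from binding with these counts.

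Replicate 2 had 12 peaks on the chloroplast genome, with a median width of 276 bp, between positions 1140 and 65764. The paper does not report on chloroplast peaks, and replicate 1 had 0, where the rate of replicate 2 would give 6.94. Fisher's exact test gave p = 0.00543, but it counts the peaks of a list as independent and has 1 library on each side, so the longer list of replicate 2 stays open as a cause. No biological explanation was tested. The amount of organellar DNA in each chromatin preparation is not in the deposited lists and was not tested, nor was the sequencing depth of each replicate, which the paper gives in Table 1.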

How the results depend on the processing

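The alternatives were set before the data were examined, except that zeros set to 1e-05, all tested genes as background for both calls, and the medians of clusters and imprinted genes with each replicate left out, were added after seeing the data. For the main results, the alternatives other than leaving out a replicate gave 302 values. Of these, 250 were taken as kept, 1 was weaker, 8 were stronger, 39 moved and 4 reversed. Kept values had the same direction and side of the threshold, or moved by less than their spread. A count was taken as kept within 1.5 times its main value. A change from 1712 to 2526 upregulated genes in *osd1* vs. wt, with adjusted limma p-values, thus counted as kept. For single genes, the alternatives gave 609 values, of which 586 kept direction and call, 14 were weaker, 7 stronger and 2 reversed. Where no cause is given, the cause was not tested.

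For the peaks, a reciprocal overlap of 50% gave 1475 shared regions and 1203 target genes, and peaks wider than their list's median gave 1227 shared regions; both settings keep fewer intervals by construction. From the nearest edge, 84.3% of regions were in the window and the median distance was -15 bp, and with protein-coding genes only 77.2% were in the window. With each replicate left out in turn, 78.8 to 79.0% were in the window, the median distance was -237 to -223 bp, and 2038 to 3512 genes were targets, the higher number without replicate 1. The same fits gave 12.3 to 15.8% of MEGs and 27.3 to 46.7% of PEGs, the higher shares without replicate 1. Against expressed genes, the 10.4% of MEGs targeted were no longer enriched (exact p = 0.164).

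Numbers of called genes followed the test. Benjamini-Hochberg adjustment of the rank product left 78 genes up and 66 down in *osd1* vs. wt, 11 up and 0 down in *phe1 phe2 osd1* vs. *osd1*, and 84 up and 55 down in *phe1 phe2 osd1* vs. wt. It called 32 targets up, and 0 targets down or with both calls. Adjusted limma p-values gave 2680 genes down in *osd1* vs. wt, and 0 genes and 0 targets either way in *phe1 phe2 osd1* vs. *osd1*, where 554 genes had an unadjusted p under 0.05. Unadjusted one-sided limma p-values called 4844 up and 4859 down in *osd1* vs. wt, 429 down in *phe1 phe2 osd1* vs. *osd1*, 4764 up and 4708 down in *phe1 phe2 osd1* vs. wt, and 715 targets up. Without the filter, which tests 27206 genes, 1337 were down in *phe1 phe2 osd1* vs. *osd1*.

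The share of targets called up in *osd1* vs. wt was 2.10 to 8.44 times that of other genes and passed the threshold under all 15 alternatives. The share called down in *phe1 phe2 osd1* vs. *osd1*, 1.13 times that of other genes, passed it at 1.45 with all genes as background (exact p = 0.00211), 1.98 with a pseudocount of 1 (p = 1.14e-09), 1.42 with a mean RPKM of at least 1 (p = 0.00227) and 2.17 with one-sided limma p-values (p = 7.00e-08). It reversed to 0.891 without the filter (exact p = 0.851). The share of targets with both calls, 0.595 times that of other upregulated genes, reversed to 1.43 with one-sided limma p-values (exact p = 0.0138), 2.19 with all tested genes as background (exact p = 1.40e-06) and 2.82 with all genes as background (exact p = 8.21e-10).

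The median log2 fold change of targets in *osd1* vs. wt was 0.38 with a pseudocount of 0.1, 0.33 with 1, 0.31 without the filter, 0.35 after quantile normalization, and 0.35 to 0.38 with each replicate left out. In *phe1 phe2 osd1* vs. *osd1* it was -0.0607 to 0.0351 with each replicate left out, so its sign rests on single libraries. In *phe1 phe2 osd1* vs. wt it was 0.25 without the filter and 0.26 to 0.36 with each replicate left out. Of genes with a log2 fold change between 2 and 4 in *osd1* vs. wt, 19.7% were targets with a pseudocount of 0.1 and 35.1% with 1, a setting that moves genes between these intervals. Genes near peaks of replicate 1 only, upregulated 1.64 times as often as genes near no peak, passed the threshold at 1.82 with a mean RPKM of at least 1 (exact p = 0.0276), 1.75 with at least 10 reads (p = 0.0305) and 1.86 with adjusted limma p-values (p = 0.00340). The log2 fold change of *SUVH7* in *phe1 phe2 osd1* vs. *osd1*, near 0, was -0.000494 with a pseudocount of 1 and -0.0256 after quantile normalization. No called gene among those named changed sign with a replicate left out.

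Replicate numbers were not treated as pairing the libraries of different crosses. Deviations of replicate 1 correlated across genes at -0.00405 between *osd1* and wt, -0.00781 between *phe1 phe2 osd1* and wt, and 0.195 between *phe1 phe2 osd1* and *osd1*. With the number as a term in limma, 2717 genes were down in *osd1* vs. wt, 0 genes and 0 targets were called in *phe1 phe2 osd1* vs. *osd1*, and genes near peaks of replicate 1 only reached 2.15 (exact p = 0.000145). No gene had a log2 fold change over 8 under the main setting, and the 6 values under alternatives for that interval are not given. With 2 libraries per cross, a single gene has 3 residual degrees of freedom in limma, and the absence of peak heights left no stricter threshold than width to try.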

Differences from the paper's values

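The test of both calls over all tested genes was chosen after the results were seen; the other alternatives named were set before the data were examined. A gap is called closed where the value came within 1.5 times the paper's.

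The mean distance of replicate 1 peaks to the TSS was 708 bp, against the paper's 445 bp. Measured from the nearest edge it was 518 bp, which closed the gap, while protein-coding genes only (1075 bp) and the TSS of every transcript (689 bp) did not. For the shared regions it was 655 bp, against the paper's 430 bp. The nearest edge (482 bp) closed this gap. The TSS of every transcript (636 bp) and a reciprocal overlap of 50% (637 bp) came just within 1.5 times the paper's value while staying near 655 bp, and protein-coding genes only (920 bp) did not come within it.

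Gene bodies held 11.1% of replicate 1 peaks, 12.9% of replicate 2 peaks and 10.9% of shared regions, against the paper's 4.7%, 3.5% and 4.6%. None of the alternatives closed these gaps. Intergenic regions held 19.5%, 19.1% and 17.3%, against the paper's 6.6%, 9.9% and 5.8%. The nearest edge closed the gap for replicate 2 (13.5%), and none of the alternatives closed it for replicate 1 or the shared regions.

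Targets upregulated in *osd1* vs. wt and downregulated in *phe1 phe2 osd1* vs. *osd1* numbered 51, against the paper's 81. A pseudocount of 0.1 (56), a pseudocount of 1 (70), a mean RPKM of at least 1 (55) and the rank product over same-numbered pairs (58) came within 1.5 times the paper's number. The targets derived here (50), all genes (51) and all tested genes (51) as background, no filter (47), at least 10 reads (51), quantile normalization (50), median ratio scaling (51), the Benjamini-Hochberg adjusted rank product (0), adjusted limma p-values with (0) and without (0) the replicate number as a term, and one-sided limma p-values (51) did not. At an unadjusted limma p under 0.05, 204 genes were lower in *phe1 phe2 osd1* than in *osd1*.

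Upregulated genes in *osd1* vs. wt numbered 1712, against the paper's about 2700 in Fig. 1d, read by eye. Testing without a filter (2144), adjusted limma p-values (2526) and these with the replicate number as a term (2559) closed the gap, and the other alternatives did not. Downregulated genes in *phe1 phe2 osd1* vs. *osd1* numbered 836, against the paper's about 1500 in Fig. 1d, read by eye. Only testing without a filter (1337) closed the gap among the alternatives run. Downregulated targets numbered 71, against the paper's about 120 in Fig. 1d, read by eye. A pseudocount of 1 (102) and the rank product over same-numbered pairs (83) closed the gap, and the other alternatives did not. The numbers read from Fig. 1d do not add up to the totals it gives, so these readings are uncertain.

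The deposited replicate 2 list holds 4870 peaks, of which 4858 are nuclear, against 4521 in the paper's Table 1, and it gave 3512 target genes against the paper's 2971. Results for replicate 2 alone rest on the deposited list.

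The p-value of MEGs among targets was 0.00902, against the paper's about 0.11 in Fig. 4a, read by eye. Expressed genes as background closed the gap (0.164), and the target list of Figure 1—source data 1 did not (0.0111). On the log10 scale, that of PEGs was -19.51, against the paper's about -16 in Fig. 4a, read by eye. Here too the p-values themselves are compared, and those with the target list of Figure 1—source data 1 (-20.77 on the log10 scale) and with expressed genes as background (-12.86) did not come within 1.5 times the paper's p-value.

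The paper calls the number of targets downregulated in *phe1 phe2 osd1* vs. *osd1* significant, and here it was not (p = 0.179). It passed the threshold with all genes as background (exact hypergeometric p = 0.00211), a pseudocount of 1 (p = 1.14e-09), a mean RPKM of at least 1 (p = 0.00227) and one-sided limma p-values (p = 7.00e-08). The paper gives a low p-value for the targets with both calls, and here the share among upregulated genes was lower in targets than in other genes (p = 1.00). Simulations with no difference between *phe1 phe2 osd1* and *osd1* also gave targets the lower share, 14.0% against 17.3% on average. The share with both calls, 12.8% of upregulated targets here, thus does not show a weaker fall in targets. The share was higher in targets with one-sided limma p-values (p = 0.0138), with all tested genes as background (3.34% against 1.53%, exact hypergeometric p = 1.40e-06) and with all genes as background (3.12% against 1.11%, p = 8.21e-10). The last 2 backgrounds include genes that are not upregulated in *osd1* vs. wt, a call more frequent in targets. The paper places the highest density of binding sites in the bin further upstream, from 250 to 200 bp, which held 174 regions here, and the bin from 200 to 150 bp held 183.

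The paper lists *IKU2*, *PEG2* and AT1G55650 as targets, and the shared regions did not make them targets here. *IKU2* was a target with protein-coding genes only. *PEG2* was a target with the replicate 2 peaks alone, and AT1G55650 with the replicate 1 peaks alone, where a peak was centred at -277 bp from its TSS.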

Other observations

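The tests in this part were chosen only after the results they bear on were seen, with some exceptions. Chosen earlier were the quantile normalization of the comparison between replicate numbers and the number of targets in the simulation of the shared *osd1* libraries. So were the share of targets by fold change, the medians of imprinted genes, and the response of genes near peaks of replicate 1 only. The limma values of *ADM*, *SUVH7*, *PEG2*, *MEA* and *NRPD1a* come from the main fit over all tested genes.

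Targets with both calls numbered 51. The explanation weighed was that the *osd1* libraries shared by both comparisons give such targets by themselves. Simulated libraries with no difference between *phe1 phe2 osd1* and *osd1* gave 61.9 targets on average (lowest 46, highest 80). They were ranked on log2(RPKM + 0.5), and the observed libraries on RPKM with zeros set to 0.0001. The observed number was 56 with a pseudocount of 0.1 and 70 with a pseudocount of 1, so it depends on this scale. Other values of the simulations differ from the observed ones. Downregulated genes numbered 836 (lowest simulated 962), and both calls fell on 4.68 times as many genes as by chance (highest simulated 3.58) and on 2.75 times as many targets (highest simulated 2.56), chance being the product of the shares with each call. Of the other upregulated genes 21.5% were also downregulated (highest simulated 20.5%). Because the scales were not matched, the simulations cannot decide between the shared libraries and other causes. How many of the 51 targets come from the shared libraries stays open. An effect of *phe1 phe2* on targets is not excluded; *PHE1* itself fell by 1.90 on the log2 scale.

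More genes differed between the replicate numbers than between *phe1 phe2 osd1* and *osd1*. With these 4 libraries parted by cross, 554 genes had an unadjusted limma p under 0.05, against 3470 with replicates 1 parted from replicates 2 and 1105 with *phe1 phe2 osd1* replicate 1 and *osd1* replicate 2 parted from the others. Chance gives 1003, and no parting had a gene at an adjusted p under 0.05. All 3 of the 3 ways to part the libraries thus gave at least as many genes as the crosses, and a design with 3 ways cannot give a share small enough to pass a threshold. Library scaling is argued against, since 3352 genes differed between the replicate numbers after quantile normalization, and 550 between the crosses. A batch shared by same-numbered libraries of all 3 crosses is argued against by deviations of replicate 1 that did not correlate between *phe1 phe2 osd1* and wt (-0.00781 across genes). A batch of the triploid crosses alone stays open. Deviations of replicate 1 correlated at 0.195 across genes between *phe1 phe2 osd1* and *osd1*, genes are not independent replicates, and with 2 libraries per cross such a batch cannot be told apart from chance variation between seed samples. No biological explanation was tested.

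Cluster 1 targets were higher in *osd1* replicate 1 than in replicate 2, by a median of 0.61 on the log2 scale, while cluster 2 targets differed by -0.01 and genes that are not targets by 0.01. In wt the same difference was -0.03 for cluster 1, and in *phe1 phe2 osd1* it was -0.15. Library scaling is argued against by a median difference of 0.60 after quantile normalization. A swap of an *osd1* with a *phe1 phe2 osd1* library is argued against by *PHE1*, whose lowest RPKM in an *osd1* library was 169, against 49.1 at most in *phe1 phe2 osd1*. A stronger response to paternal excess in replicate 1 may be part of it. Other genes with the same change in *phe1 phe2 osd1* vs. wt were higher in replicate 1 by 0.36 (from 0.22 to 0.48 over 1000 draws), less than cluster 1. Seeds of replicate 1 at an earlier stage stay open as well. The distance of 0.62 between cluster 1 and cluster 2 is the pattern itself and lends this no support. With 1 library on each side these explanations cannot be told apart.

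Of genes with a log2 fold change in *osd1* vs. wt above 0 and up to 2, 7.48% were PHE1 targets (694 of 9280). The share was 30.5% between 2 and 4 (202 of 662), 49.7% between 4 and 6 (84 of 169) and 46.0% between 6 and 8 (23 of 50; Wilson 95% confidence interval 33 to 59.6%).

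In *osd1* vs. wt, the 145 PEGs tested had a median log2 fold change of 0.61, and the 41 that are targets had a median of 2.15, against 0.34 for targets that are not imprinted (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 2.57e-05). The 104 other PEGs had a median of 0.41. The 115 MEGs had a median of 0.30, against 0.01 for genes that are not imprinted (permutation p = 1e-05, adjusted p = 2.57e-05). The 104 MEGs that are not targets had 0.29 (permutation p = 2e-05, adjusted p = 4.5e-05), and the 11 that are targets had 0.62, against 0.34 for targets that are not imprinted (permutation p = 0.473, adjusted p = 0.501). The medians in *phe1 phe2 osd1* vs. *osd1* were 0.07 for PEGs (permutation p = 0.00028, adjusted p = 0.000458) and -0.02 for MEGs (permutation p = 0.142, adjusted p = 0.174). These permutations are over genes and leave out the variation between libraries. With each replicate left out in turn, PEGs differed from genes that are not imprinted by 0.001 to 0.13 in *phe1 phe2 osd1* vs. *osd1*. In *osd1* vs. wt, the same fits gave differences of 0.45 to 0.73 for PEGs and 0.10 to 0.34 for MEGs. The size of the MEG difference thus depended on single libraries, while its sign did not.

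In *osd1* vs. wt, the log2 fold change was 2.35 for *ADM* (adjusted p = 0.00618 from limma), 3.09 for *SUVH7* (adjusted p = 0.00188), 3.41 for *PEG2* (adjusted p = 0.00321), 1.36 for *MEA* (adjusted p = 0.0244, and 0.0923 without the filter on low values) and -0.23 for *NRPD1a* (adjusted p = 0.410). The wt libraries listed *SUVH7* at 0 and 0.272 RPKM, and *PEG2* at 0 and 0.111.

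Genes near peaks of replicate 1 only were upregulated in *osd1* vs. wt in 13 of 121 cases (10.7%, one-sided Fisher's exact test against genes near no peak, p = 0.0557). The peaks of replicate 1 only held CC(A/T)_6_GG in 8.87% of the 200 bp around their centres, against 1.23% of their flanks (exact p = 2.43e-10).

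The primers for PCR of the parental-specific ChIP at the 6 genes in Figure 4e amplify regions of TAIR10 of which 5 overlapped a shared region. The exception was AT1G55650 (chromosome 1, 20795974 to 20796152), which lies in a peak of replicate 1 alone. The negative control region on chromosome 5 (3052965 to 3053041) overlapped 0 shared regions.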
